# Reduced Susceptibility of DNA Methyltransferase 1 Hypomorphic (Dnmt1^N/+^) Mice to Hepatic Steatosis upon Feeding Liquid Alcohol Diet

**DOI:** 10.1371/journal.pone.0041949

**Published:** 2012-08-08

**Authors:** Huban Kutay, Corie Klepper, Bo Wang, Shu-hao Hsu, Jharna Datta, Lianbo Yu, Xiaoli Zhang, Sarmila Majumder, Tasneem Motiwala, Nuzhat Khan, Martha Belury, Craig McClain, Samson Jacob, Kalpana Ghoshal

## Abstract

**Background:**

Methylation at C-5 (5-mdC) of CpG base pairs, the most abundant epigenetic modification of DNA, is catalyzed by 3 essential DNA methyltransferases (Dnmt1, Dnmt3a and Dnmt3b). Aberrations in DNA methylation and Dnmts are linked to different diseases including cancer. However, their role in alcoholic liver disease (ALD) has not been elucidated.

**Methodology/Principal Findings:**

Dnmt1 wild type (*Dnmt1* ^+/+^) and hypomorphic (*Dnmt1* ^N/+^) male mice that express reduced level of Dnmt1 were fed Lieber-DeCarli liquid diet containing ethanol for 6 weeks. Control mice were pair-fed calorie-matched alcohol-free liquid diet, and Dnmtase activity, 5-mdC content, gene expression profile and liver histopathology were evaluated. Ethanol feeding caused pronounced decrease in hepatic Dnmtase activity in *Dnmt1* ^+/+^ mice due to decrease in Dnmt1 and Dnmt3b protein levels and upregulation of miR-148 and miR-152 that target both Dnmt1 and Dnmt3b. Microarray and qPCR analysis showed that the genes involved in lipid, xenobiotic and glutathione metabolism, mitochondrial function and cell proliferation were dysregulated in the wild type mice fed alcohol. Surprisingly, *Dnmt1* ^N/+^ mice were less susceptible to alcoholic steatosis compared to *Dnmt1* ^+/+^ mice. Expression of several key genes involved in alcohol (*Aldh3b1*), lipid (*Ppara, Lepr, Vldlr, Agpat9*) and xenobiotic (*Cyp39a1*) metabolism, and oxidative stress (*Mt-1, Fmo3*) were significantly (P<0.05) altered in *Dnmt1* ^N/+^ mice relative to the wild type mice fed alcohol diet. However, CpG islands encompassing the promoter regions of *Agpat9, Lepr, Mt1 and Ppara* were methylation-free in both genotypes irrespective of the diet, suggesting that promoter methylation does not regulate their expression. Similarly, 5-mdC content of the liver genome, as measured by LC-MS/MS analysis, was not affected by alcohol diet in the wild type or hypomorphic mice.

**Conclusions/Significance:**

Although feeding alcohol diet reduced Dnmtase activity, the loss of one copy of *Dnmt1* protected mice from alcoholic hepatosteatosis by dysregulating genes involved in lipid metabolism and oxidative stress.

## Introduction

Alcohol abuse is a leading cause of morbidity and mortality throughout the world. It is estimated that in the United States as many as 10% of men and 3% of women may suffer from persistent health problems related to the excessive consumption of alcohol [1]. Alcohol affects many organs of the body, notably the central nervous system and the liver. Excessive alcohol use may lead to acute and chronic liver disease, such as steatosis, acute and chronic hepatitis, cirrhosis and hepatocellular carcinoma (HCC). Epidemiologic studies have shown that heavy alcohol consumption promotes HCC in patients with viral hepatitis and in diabetics [2]. It is well established that ethanol causes oxidative stress, depletes glutathione, alters methionine metabolism and induces pro-inflammatory cytokines in the liver [3], [4]. Both genetic and epigenetic factors are thought to be involved in the predisposition of certain individuals to alcoholic liver disease (ALD) [5], [6].

**Table 1:** Sequences of RT-PCR primers.

Gene	Forward	Reverse
Agpat9	TGGAGGATGAAGTGACCCAGAG	AGAGGTAGCAGGAAGCAATAGCG
Lepr	CCCAGAGCCAAACTCAACTACG	TCCAGGAAGCACACTGTCTACCAG
Hsd3b5	GCAAAAGGATGGCTGAGAAGG	GTTGGCGATGGAGAATGTGG
Gpr110	TGTCACCCTTTGTCCCCTCTTC	TGGCTTCTCTTGGTCTGCTTCC
Pltp	CTTCCTGAGGGTATCAACTTCGTG	CGGTTCTTGTCAATCACTTCTCG
Vldlr	CGTTCTACTCAGTGTATCCCCGTG	ACAAAGTTTCTGGAGACGCAGC
Cyp2b10	TCCTGGTGCCCACAGACAAATC	TGCCGACAAAGAAGAGAGAGAGC
Cyp4a14	CACCAGATTCTTCTCACCATAGCC	ATTCAAAGCGGAGCAGGGTCAG
Cyp39a1	ATCCAAAAGATGGCTCCTGGCG	TGTTTCCGTCTCCACCACTTCC
Nr1i3	TCGGCTCCAAAGTCGGTTTC	CGTCATAGCAGACAGTTCCTCCAAG
Aldh3b1	TGCTATGTGGATGACAACTGCG	CGTGTGATGGCATTCTGTAGGG
Fmo2	CGGAAAACTAAAGGAGACACCAGC	ACTGCTCGGAGGGCTAAAGAAG
Nqo1	TGGCATCCTGCGTTTCTGTG	TTGGAGCAAAATAGAGTGGGGTC
Cbr3	GCTGGATGAAAAGAGGAAAGCG	CAGGAGAGCCAAGTAAACGGG
Fmo3	CCTATCCCGATGACTTTCCCAAC	CGTGCTTTTCAGTGGTGACTTCC
Nt5e	TCCTGTGCGACTCCAAAAGC	TGACTTGAATGAGAGCCGTGTTG
Cyp2c39	TCACTGGATGTTACAAACCCTCG	GGTCAATCTCTTCCTGGACTTTAGC
Mt1	CAACTGCTCCTGCTCCACCG	AAGACGCTGGGTTGGTCCG
PPARa	GTGAACACGACCTGAAAGATTCG	ATGTATGACAAAAGGCGGGTTG
Dnmt1	GCCTCGGTTCTTCCTTCTGG	CAGCCTGGAGCACACCAAAG
Dnmt3a	CAGCGTCACACAGAAGCATATCC	GGTCCTCACTTTGCTGAACTTG
Dnmt3b	TTGGTGATTGGTGGAAGCC	ACGGTTGTCGCCCTCCTTGG
Gapdh	TCCTGCACCACCAACTGCTTAG	TGCTTCACCACCTTCTTGATGTC
18S rRNA	TGACGGAAGGGCACCACCAG	TCG CTCCACCAACTAAGAACGGC

5-methyldeoxycytosine (5-mdC) is the most prevalent epigenetic mark that is essential for mammalian development [7], [8]. Methylation predominantly occurs at symmetrical CpGs in somatic cells although non-CpG methylation has also been detected in embryonic stem cells (ESCs). The major biological function of methylation is to inactivate the X chromosome in females, regulate genomic imprinting and maintain genomic stability [9]. Aberrations in DNA methylation are linked to different diseases including cancer [8].

**Table 2:** Sequences of primers used for COBRA of specific genes.

mVldlr - BSF	GGGGTTTTTTTTGTTTATTTTTTTT
mVLDLR - BSR	ACATCCCCTAACCCTTATCAATAA
mLEPR - BSF	GTAGTTATTTGAGTGGTTAGTGTTT
mLEPR - BSR	AAAAATATCCCACCTATATCCC
mAgpat9-BSF	TTTAAGGGGAGGAAGTAAGGAGAT
mAgpat9-BSR	TAAATATCAAAATCCCAAACAATCC
mCyp39a1-BSF	GTGTTATATGAGTTTTATTTGTATTAGGTA
mCyp39a1-BSR	AAAAATCCAAAAAACAACAACCA
mMyc-BS2531F	TTTGTTTTTTTTGTTGTGTTTTTTTTA
mMyc-BS 2729R	TTTCTTCCAAATATCCTCACTAAAC
mMyc-BS2891F	ATTTGGAGGAGATATGGTGAATTAG
mMyc-BS3159R	AAACCACTAAAAAATCAATACACTC
mMt1-BSF	GGTTTTTAGAATATTAAGTTGGGAT
mMt1-BSR	AACTAATAAAAACTTTTACAAAAAC
mPPARa-BS166F	TTTTGGGATTTTAAAGATTAGATTT
mPPARa-BS417R	ATAAAAAAACTACCCAAAATCACCC
mPPARa-BS951F	TGGAGATTTATAGTTATTGGAGAGG
mPPARa-BS1155R	AAAAACAACCAAAAAACCCAAC
mPPARa-BS814F	TAGTTTTAGGTGTTTAGGGGTTGG
mPPARa-BS976R	CCCTCTCCAATAACTATAAATCTCC

DNA methylation is established and maintained by three functionally related DNA methyltransferase (Dnmt) enzymes, namely Dnmt1, Dnmt3a, and Dnmt3b that are essential in mammals [10]. Methylated DNA is then recognized by methyl CpG binding proteins along with associated co-repressors that leads to silencing of the associated promoter [11], [12]. Unlike bacterial Dnmts, mammalian enzymes exhibit transcriptional repressor activity as well independent of their C-terminal catalytic activity by virtue of their relatively large N-terminal domain [13], [14].

**Figure 1:**
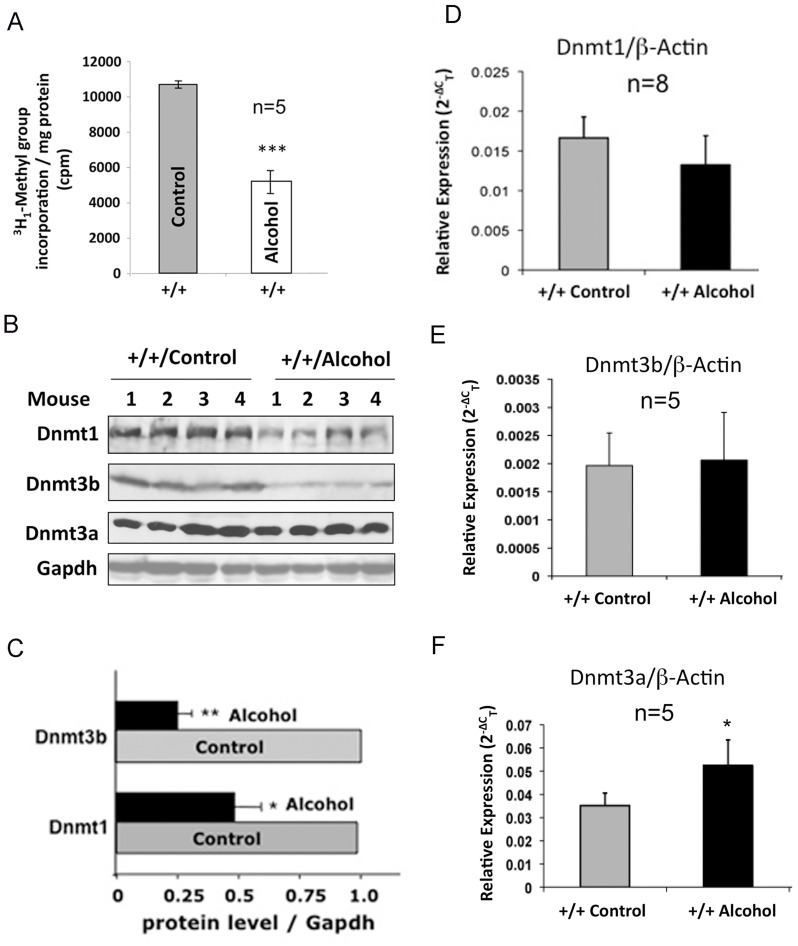
Hepatic Dnmtase activity is reduced in the wild type mice fed the Lieber-DeCarli alcohol diet compared to those fed the control diet for 6 weeks. **A.** Dnmtase activity was measured in triplicate in the liver nuclear extracts with poly(dI-dC) as the substrate and ^3^H_1_-Ado-Met as cofactor. The ^3^H_1_-methyl group incorporation in poly(dI-dC) was measured in a scintillation counter. Each sample was analyzed in triplicate. **B, C.** Hepatic Dnmt1 and Dnmt3b protein levels are reduced without significant changes in Dnm3a level in mice fed alcohol diet. Liver lysates (250 µg protein) were subjected to Western blot analysis with specific antibodies, signals were quantified using NIH ImageJ software and Dnmt levels were normalized to that of Gapdh. Dnmt1&3b levels in control livers were assigned a value of 1. **D–F**. qRT-PCR analysis showed significant increase only in Dnmt3a expression upon feeding alcohol diet. Hepatic cDNAs were subjected to qRT-PCR with gene specific primers using SYBR Green chemistry. Each sample was assayed in triplicates. Single, double and triple asterisks represent P-values ≤0.05, ≤0.01 and ≤0.005, respectively. Wild type mice are denoted by +/+.

The *in vivo* role of Dnmt1 in carcingenesis has been widely studied using hypomorphic mice instead of *Dnmt1^−/−^* mice that die during embyrogenesis [10]. *Dnmt1* ^N^ allele that express ∼50% of the wild type allele, protects tumor prone *Apc* ^Min/+^ or *Mlh1* ^−/−^ mice from intestinal neoplasia whereas it promotes leukemia in *Mlh1* ^−/−^ mice [15], [16]. The same hypomorphic allele appears to protect mice from prostate hyperplasia at early stages but promotes carcinoma at later stages [17]. In contrast, another hypomprphic (Dnmt1^chip/chip^) mice that express only 10% activity of the *Dnmt1^+/+^* mice develop spontaneous hepatocellular carcinoma with age [18], [19]. These observations clearly indicate that pathological manifestations in Dnmt1 hypomrphic mice is temporal and depend upon the nature of the hypomorphic allele and tissue or cell type.

**Figure 2:**
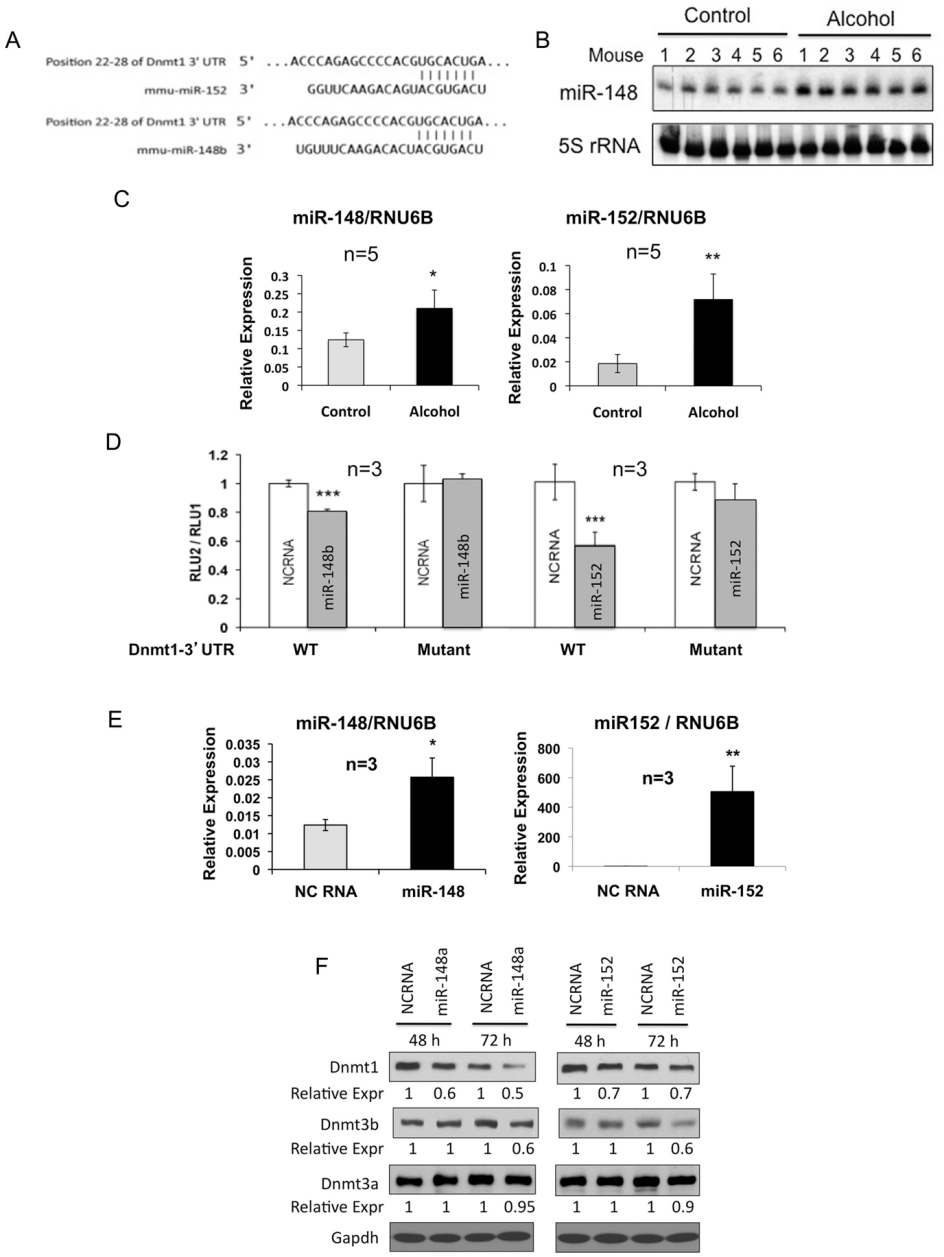
miR-148 and miR-152, which target Dnmt1 and Dnmt3b, are upregulated in the livers of the wild type mice fed the liquid alcohol diet. **A.** miR-148/152 cognate site predicted by TargetScan in the 3′-UTR of Dnmt1. **B.** Northern blot analysis demonstrated increased expression of miR-148 in mice fed alcohol. Total RNA (5 µg) was separated in 15% acrylamide-8 M urea gel, transferred to nylon membrane and subjected to Northern blotting using ^32^P-labeted anti-miR-148 oligo as probe, washed and subjected to autoradiography. The blot was rehybridized to 5S rRNA probe after stripping to demonstrate comparable RNA in each lane. **C.** qRT-PCR analysis confirmed upregulation of hepatic miR-148&152 in mice fed alcohol. miR-148/152 and RNU6B were measured in the liver cDNAs using Taqman probes and primers specific for each miRs and the data was normalized to RNU6B level. **D.** Dnmt1 is a validated target of miR-148&152. Hepa cells were transfected with psiCHECK2 vector harboring wild type or mutant Dnmt1 3′-UTR downstream of renilla luciferase coding region along with 50 nM miR-148b/152 mimic or scrambled RNA (NC RNA). After 48 h, renilla (RLU2) and firefly luciferase (RLU1) (expressed from the same vector) activities were measured and the data are represented as RLU2/RLU1. Each assay was performed in triplicate. **E.** Upregulation of miR-148/152 in Hepa cells transfected with the respective miRs compared to the controls (NC RNA transfected cells). Total RNAs from each sample in D was subjected to qRT-PCR as described in B. Each assay was performed in triplicate. **F.** Endogenous DNMT1 and DNMT3b protein levels were reduced in cells expressing ectopic miR-148/152. H293T cells were transfected with 50 nM miRs or NC RNA. After 24 h, cells were split and harvested at indicated time points post-transfection for western blot analysis of whole cell extracts (100 µg) with specific antibodies. Relative expression was determined after normalization of the signal to that of Gapdh. Single, double and triple asterisks represent P-values ≤0.05, ≤0.01 and ≤0.005, respectively.

The role of DNA methylation machinery in ALD has received little investigative attention. As a first step in understanding the role of DNA methylation machinery in alcohol-induced liver injury, we fed mice Lieber-DeCarlie liquid alcohol diet and monitored DNA methyltransferase activity, gene expression profile, global methylcytosine content and promoter methylation of selected dysregulated genes harboring CpG islands. This dietary regimen has been widely used to study alcohol-induced changes characteristic of ALD [20]. We also examined the sensitivity of Dnmt1 hypomorphic mice that express reduced level of Dnmt1 to alcohol-induced liver toxicity. This study led to some unique and rather suprising findings. First, although hepatic Dnmtase activity was significantly reduced upon feeding alcohol diet global 5-mdC level of the liver genome was not affected. Second, Dnmt1 hypomorphic (Dnmt1N/+) mice were relatively resistant to alcoholic steatosis due to altered expression of genes that are known to be involved in causing lipid accumulation and oxidative stress in the wild type mice. These distinctive observations support the notion that Dnmt1 functions as a transcriptional regulator in the terminally differentiated hepatocytes.

**Figure 3:**
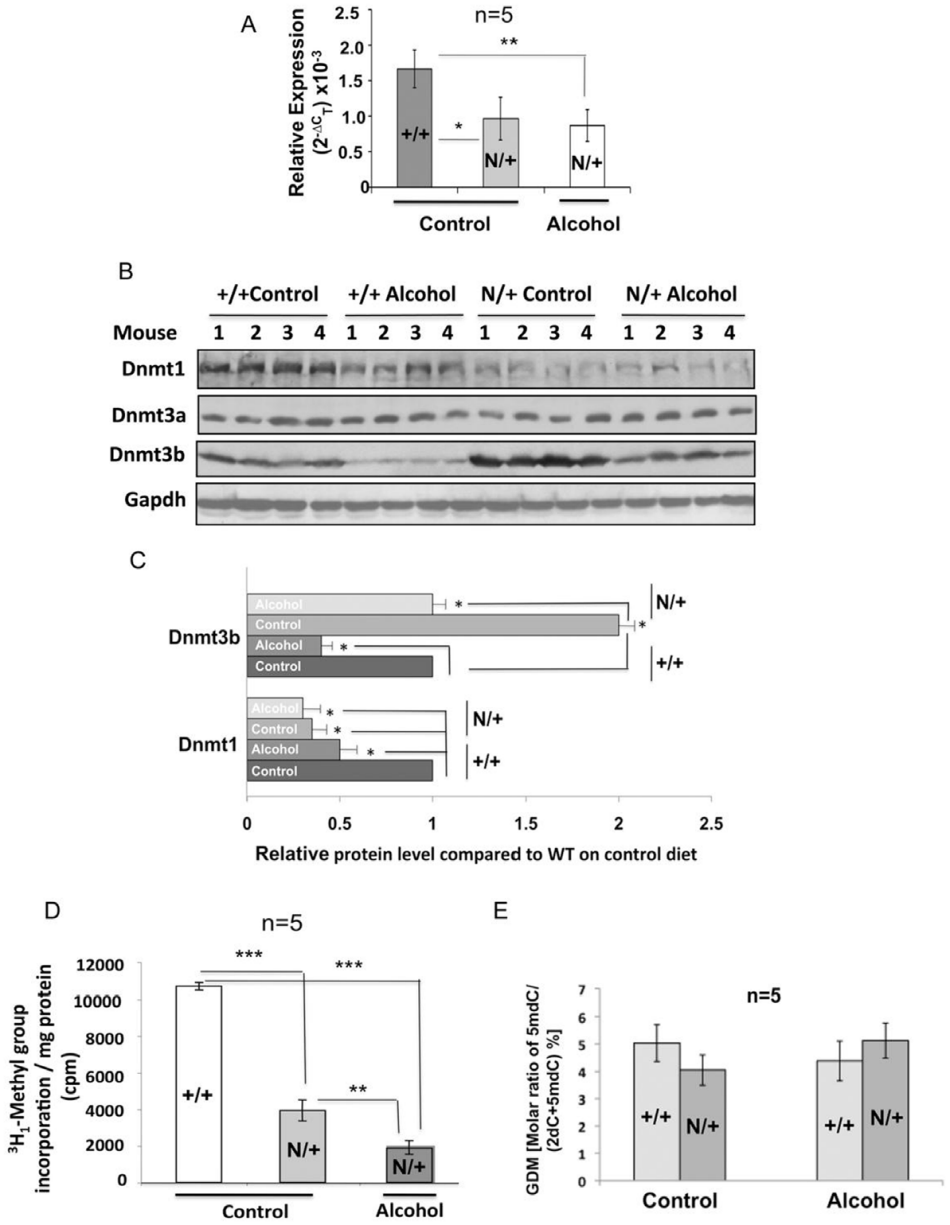
*Dnmt1* ^N/+^ mice exhibit reduced hepatic Dnmtase activity compared to the wild type mice fed control diet, which is further reduced upon feeding alcohol diet for 6 weeks. **A.** qRT-PCR analysis of Dnmt1 in the livers of the wild type (+/+) and mutant (N/+) mice. **B.** Western blot analysis of Dnmt protein levels in the liver extracts of wild type and hypomorphic mice fed control or alcohol diet. C. Quantitative analysis of the western blot data in B by ImageJ software. Gapdh normalized signal of Dnmt1 and Dnmt3b in the wild type livers was assigned a value of 1. **D.** Dnmtase activity in the hypomorphic liver nuclear extracts was significantly reduced in alcohol fed mice. Dnmtase activity was measured as described in Fig. 1A. Single, double and triple asterisks represent P-values ≤0.05≤0.01 and ≤0.005, respectively. **E** Global DNA methylation (GDM) in the liver DNA was not altered in wild type and mutant mice fed alcohol diet. Briefly, genomic DNA from the liver was enzymatically hydrolyzed to nucleosides followed by LC-MS/MS analysis. GDM is represented as a ratio of 5-mdC to total cytosine. 5mdC and 2dC denote 5-methyl-2-deoxycytidine and 2-deoxycytidine, respectively.

## Materials and Methods

### Cell Lines

Hepa1-6 (mouse hepatoma) and H293T (SV40T antigen transformed human embryonic kidney) cells were obtained from ATCC.

**Figure 4:**
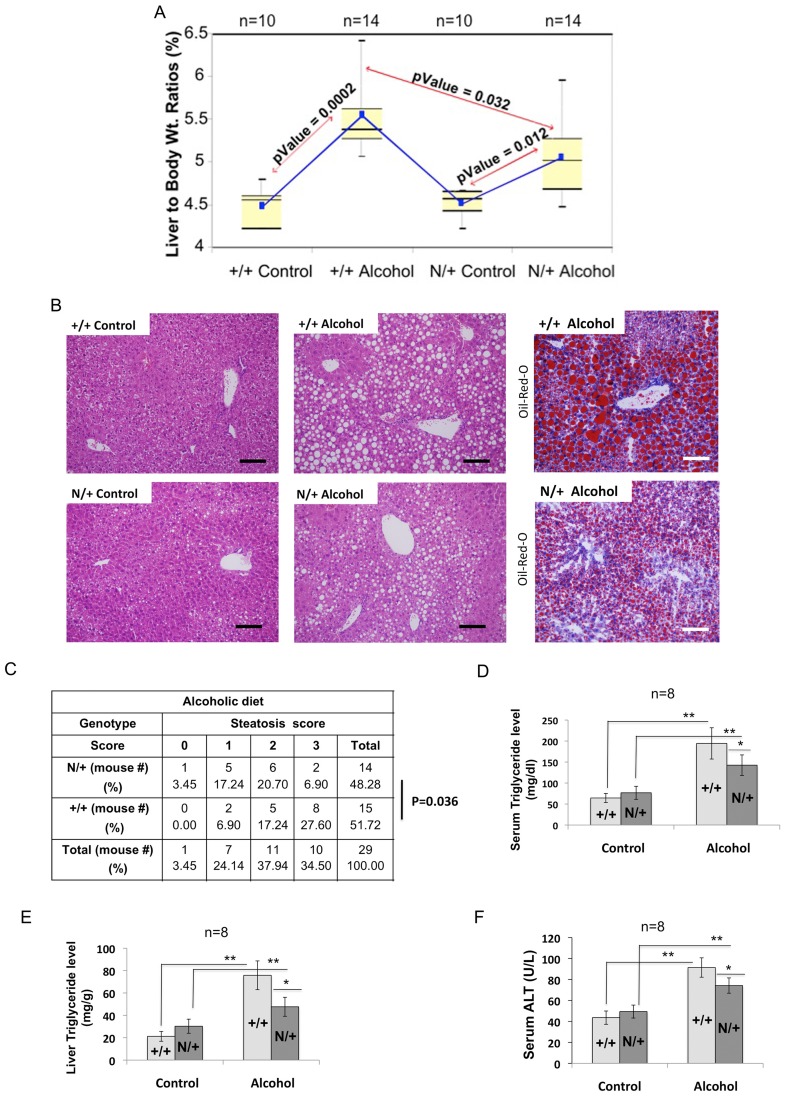
Hypomorphic mice are less sensitive than wild type mice to alcohol-induced hepatic steatosis. **A.** Alcohol-induced increase in liver weight to body weight ratio (LW/BW) is significantly less in *Dnmt1* ^N/+^ mice compared to wild type mice. Whisker-box plot of LW/BW in *Dnmt1* ^+/+^ (+/+) and *Dnmt*1^N/+^ (N/+) mice fed alcohol and pair-fed control diets for 6 weeks. The boxes show medians and upper/lower quartiles of the data, while the whiskers indicate the minimum and maximum values. The blue lines connect the mean values in consecutive boxes. **B.** Hepatic steatosis is less pronounced in *Dnmt1* ^N/+^ than in *Dnmt1* ^+/+^ mice fed the liquid alcohol diet for 6 weeks. Representative H&E and Oil-red-O stained liver sections are shown. The scale bars in the photographs are 20 µm. **C, D.** Steatosis score in mice fed the liquid alcohol (C) and pair-fed control (D) diets was determined by two blinded pathologists. Score criteria: score = 0: no steatosis; score = 1: microsteatosis; score = 2: microsteatosis and mild macrosteatosis; score = 3: severe macrosteatosis. Statistical analysis was performed using Cochran Armitage trend. **D&E.** Serum and liver triglyceride levels are significantly lower in mutant mice compared to WT mice fed the alcohol diet. Serum was collected from mice by cardiac puncture. Serum and liver TG were analyzed using the VetAce system. **F.** Alcohol-induced liver damage in *Dnmt1* ^N/+^ mice is considerably less than that in *Dnmt1* ^+/+^ mice. Serum ALT was measured using VetAce system. Statistical significance was determined by Student’s 2-tailed t test. Single and double asterisks represent P-values ≤0.05 and ≤0.01, respectively.

### Mice and Diet

All mice were housed, handled, and euthanized in accordance with NIH and institutional guidelines of the Ohio State University (OSU) Institutional Animal Care and Use Committee (IACUC). Full details of the study were approved by IACUC at OSU. The wild type (*Dnmt1* ^+/+^) and Dnmt1 hypomorphic (*Dnmt1* ^N/+^) mice [16] on a C57BL6 background were generously provided by Dr. Peter Laird at University of Southern California. Six-week old male littermates were housed in helicobacter-free facilities with 12-hour light (6 A.M. to 6 P.M.). Male mice were fed Lieber-DeCarli liquid alcohol diet purchased from BioServ following the protocol provided by the supplier. Mice were initially fed 2.06% alcohol diet for 3 days, then 4.18% alcohol diet for next 4 days followed by 6.365% alcohol diet for an additional 5 weeks. The control mice were pair-fed the control liquid diet containing maltose and dextrin for 6 weeks. 6.365% alcohol containing diet constitutes 35% of total calorie. Increases in body weight were comparable among the wild type and mutant mice on both diets.

**Figure 5:**
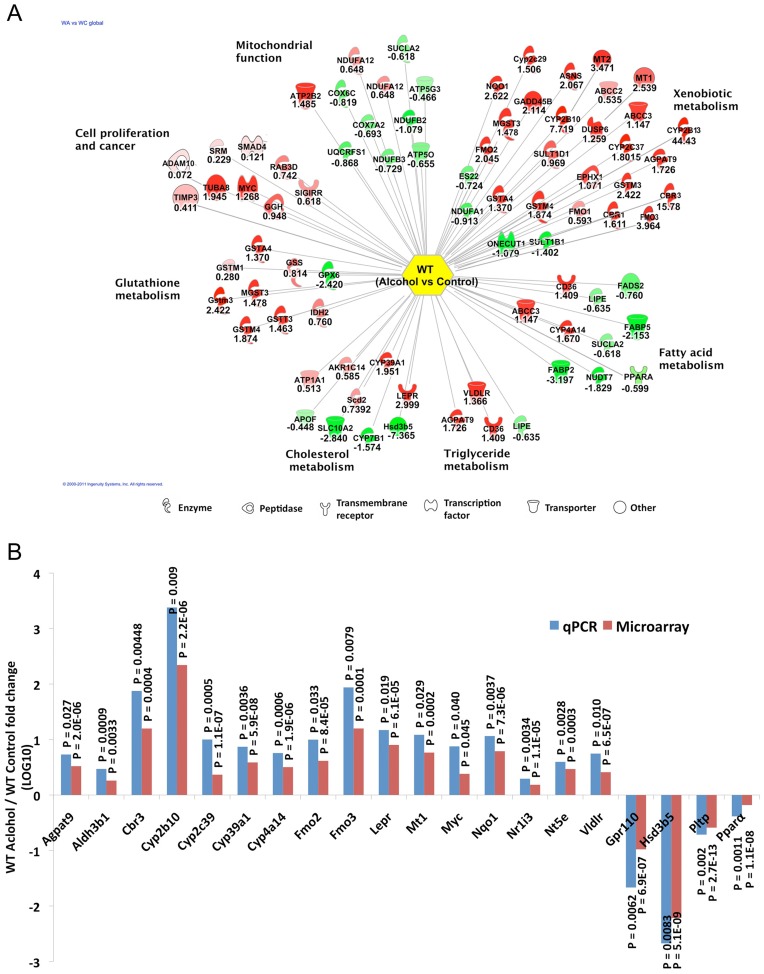
Hepatic gene expression profile is altered in the wild type mice upon feeding an alcohol-containing liquid diet for 6 weeks. **A.** IPA of the microarray data demonstrated dysregulation of genes involved in different pathways in the livers of mice fed alcohol diet. The number below each gene represents the fold change in expression (log2) in livers of mice fed alcoholic diet compared to that in controls. The shapes represent the functional class of each gene. **B.** qRT-PCR analysis validated microarray data of selected genes dysregulated in the wild type mice fed alcoholic diet compared to the controls. Fold changes in log10 scale are presented. qRT-PCR was performed with gene-specific primers using SYBR Green chemistry. Each sample was analyzed in quadruplicate.

### Serological and Histological Analysis

Mice were killed by CO_2_ asphyxiation and blood was collected by cardiac puncture. Quantification of triglyceride, cholesterol and ALT in the sera was performed using VetAce (Alfa Wassermann system) at Comparative Pathology & Mouse Phenotyping Shared Resource (OSUCCC). For histology, liver tissues were fixed in 4% para-formaldehyde (pH = 7.4) and 4 µm sections were used for H&E staining. Oil-red-O staining was performed using O.C.T. frozen tissues in the Pathology Core lab at OSU. Steatosis scoring of H&E sections was determined by two blinded pathologists following published criteria [21]; score = 0: no steatosis; score = 1: microsteatosis; score = 2: microsteatosis and mild macrosteatosis; score = 3: severe macrosteatosis. As the steatosis scores are categorical data, the Cochran Armitage trend test was used to test whether the changes in steatosis score is the same between mutant (*Dnmt1* ^N/+^) and wild type (*Dnmt1* ^+/+^) mice fed alcohol diet or pair-fed control diet.

**Table 3:** Relative expression level of several genes involved in oxidative stress response and lipid metabolic pathways in Dnmt1^N/+^ mice and Dnmt1^+/+^ mice fed alcoholic or control diet.

		Wild type (*Dnmt1* ^+/+^)		Hypomorphic (*Dnmt1* ^N/+^)	
Gene Symbol	CpG island	Control	Alcohol	Control	Alcohol
Agpat9 1-acylglycerol-3-phosphate O-acyltransferase 9	**+**	1	6*	1	1
Aldh3b1 aldehyde dehydrogenase 3 family, member B1	−	1	4*	1	6*
Myc (CMyc) v-myc myelocytomatosis viral oncogenehomolog (avian)	+	1	9*	1	2
Cyp2b10 cytochrome P450, family 2, subfamily b,polypeptide 10	−	1	4*	1	4*
Cyp2c39 cytochrome P450, family 2, subfamily c,polypeptide 39	−	1	11*	1	8*
Cyp4a14 cytochrome P450, family 4, subfamily a,polypeptide 14	−	1	6*	1	7*
Cyp39a1 cytochrome P450, family 39, subfamily A,polypeptide 1	**+**	1	7*	1	3*≠
Fmo3 flavin containing monooxygenase 3	**-**	1	119*	2	34*≠
Lepr leptin receptor	**+**	1	24*	3	4*≠
Mt1 metallothionein 1	**+**	1	21*	3	9*≠
Nqo1 NAD(P)H dehydrogenase, quinone 1	−	1	12*	2	10*
Vldlr very low density lipoprotein receptor	+	1	5*	1	2*≠
Hsd3b5 hydroxy-delta-5-steroid dehydrogenase,3 beta- and steroid delta-isomerase 5	−	1	0.002*	**0.6#**	0.002*
Ppara peroxisome proliferator-activated receptor alpha	**+**	1	0.4*	1	1

The fold changes were compared to the expression level in the wild type mice fed control diet, which was assigned an arbitrary value of 1.

qPCR analysis was performed using gene-specific primers, each sample was analyzed in triplicate and the data was normalized to 18S rRNA (n = 5). The primer sequences are provided in Table 1. Relative expression was calculated using the ΔΔC_T_ method (15). Statistical analysis of the qPCR data was performed using the student’s 2-tailed t test. * Represents significant changes in hepatic gene expression in mice fed alcoholic diet compared to those fed control diet, ≠ denotes significant changes in the hypomorphic mice compared to wild type mice both fed alcoholic diet and # indicates gene with significantly less expression in the mutant mice compared to the wild type mice both fed control diet.

### RNA, DNA and Protein Analysis

Liver tissues were snap-frozen in liquid nitrogen and stored at −80°C for later isolation of RNA, DNA and whole liver extracts [22].

### Hepatic Triglyceride and Cholesterol

Hepatic triglyceride and cholesterol were purified from the liver as described [23] and quantified using VetAce.

### DNA Methyltransferase Activity (Dnmtase) Assay

Liver nuclei were isolated from fresh tissues by sucrose density gradient centrifugation and nuclear extracts were prepared with high salt extraction following the published protocol [24]. Dnmtase activity was assayed by measuring ^3^H_1_-incorporation from ^3^H_1_-AdoMet in the substrate poly(dI-dC) as described [25]. Nuclear extracts (100 µg) were incubated with 500 ng of poly(dI-dC) 150 nM (0.55 µCi) of [methyl-^3^H_1_]-adenosylmethionine (Ado-Met) as described (24) in a total volume of 100 µl at 37°C for 1 h. Each reaction was performed in duplicate. The reaction was stopped by soaking reaction mixture onto a Whatman DE-81 ion exchange filter disc, washed (five times, 10 min each, with 0.5 M Na-phosphate buffer; pH 7.0), dried and counted in a Hitachi scintillation counter (24). The background radioactivity (without polydI-dC) was subtracted from the values obtained with reaction mixtures containing the substrate.

### Western Blot Analysis

Liver nuclear extracts were prepared by resuspending the nuclear pellet purified by sucrose density gradient in cell lysis buffer [50 mM Tris (pH 8.0), 10 mM EDTA (pH 8.0), 1% SDS containing protease inhibitor cocktail (Sigma)] and subjected to sonication to shear DNA as described [22]. Nuclear proteins were then subjected to immunoblotting with the following antibodies. Anti-Dnmt1 (1037–1386) (BioAcademia) and anti-Gapdh (MAB374) (Chemicon), respectively. Anti-Dnmt3a&3b antibodies were generated in our lab [26]. Whole liver extracts were prepared in cell lysis buffer as described above for nuclear extracts and subjected to western blot analysis with Cyp2E1 (Abcam, ab28146) and Gapdh (Chemicon, MAB374) antibodies. The signal was developed with ECL reagent (Pierce) after incubation with appropriate secondary antibodies. Western blot signals were quantified by ImageJ software (NIH) following online manual.

### Plasmid Construction, Luciferase Assays and Western Blot Analysis

The 3′-UTR of Dnmt1 was PCR amplified from mouse genomic DNA and cloned into the multiple cloning sites of psiCHECK2 (Promega), a vector that harbors both renilla (reporter) and firefly (internal control) luciferase coding regions. The primer sequences are provided in the supplementary data. The primers used for amplification of Dnmt1-3′-UTR from mouse genomic DNA. The following primers were used for cloning the region spanning Dnmt1-3′-UTR from mouse genomic DNA: mDNMT1-3′UTR-XhoI-F: 5′-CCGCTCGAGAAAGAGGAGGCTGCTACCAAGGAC-3′, mDNMT1-3′UTR-XhoI-F-del: 5′-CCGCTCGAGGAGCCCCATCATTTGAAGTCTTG-3′ and mDNMT1-3′UTR-NotI-R: 5′-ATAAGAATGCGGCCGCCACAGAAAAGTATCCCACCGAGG-3′.

Luciferase assays were performed as described [27]. Briefly, growing Hepa (hepatoma) cells (1×10^5^ cells/well), obtained from ATCC, were plated in 24-well plates the day before and transfected with 100 ng of psiCKECK2 harboring Dnmt1 3′-UTR, together with 50 nM miR-148a (Sigma) or miR-148b (Invitrogen), miR-152 (Invitrogen) mimics or respective negative control RNAs (NCRNAs) (Sigma/Invitrogen). Luciferase activities were measured 36–48 h post-transfection using dual-luciferase reporter assay system (Promega) and renilla luciferase activity was normalized to that of firefly luciferase. H293T cells obtained from ATCC, were transfected with 50 nM miR-148/152 mimic or NCRNA were harvested after 48 h and 72 h, harvested, and whole cell extracts prepared in cell lysis buffer were subjected to imunoblotting with Dnmt1,3a,3b and Gapdh antibodies.

### Global DNA Methylation Analysis

Highly purified, high molecular liver DNA was isolated as described [28] and 5 µg DNA was hydrolyzed to deoxynucleosides followed by quantification of each by liquid chromatography/mass spectrometry/mass spectrometry (LC-MS/MS) as previously described [29] and the ratio of 5methyl-deoxycytidine (5-mdC) to total cytidine (5-mdC + dC) was calculated for each sample based on the standard curve.

### Microarray Analysis

Total RNA from the livers of wild type mice fed alcohol or control diet was isolated using Trizol followed by purification using miRVana kit (Invitrogen) and the integrity and quality of the RNA was checked using an Agilent Bioanalyzer. One µg of total RNA was labeled using the Affymetrix Whole Transcript Sense Labeling protocol and was subjected to hybridization of the Affymetrix Mouse Exon 1.0 ST array following the protocol provided by the manufacturer. Microarray data are in compliance to MIAME guidelines and have been deposited to GEO database (GSE30829).

### Analysis of Microarray Data

Affymetrix GeneChip Mouse Exon 1.0 ST Array with 23,332 probe-sets was used for analysis of liver RNA from wild type mice fed alcohol diet or pair-fed control diet. 4 mice were used in each group. Signal intensities were quantified by Affymetrix software. Background correction and normalization were performed and gene expression level was summarized over probes using the RMA method [30]. A filtering method based on the percentage of samples with expression values below noise level was applied to filter out probe-sets with little or no expression, resulting in 10,430 probe-sets. Generalized linear models were used to detect differentially expressed genes between the control and alcohol diet groups. In order to improve the estimates of variability and statistical tests for differential expression, a variance smoothing method was employed [31]. The significance level was determined by controlling the average number of false positives [32]. A P-value of 0.0001 was used as the significance cutoff to allow the average number of false positives of 1.2. At least 1.5 fold increase or decrease was considered significant and used to further reduce the significant list after controlling for false positives.

### Ingenuity Pathway Analysis (IPA) of the Microarray Data

We used IPA application (http://www.ingenuity.com/products/IPA/Free-Trial-Software.html) software to analyze the microarray data. The program overlaid each identified gene from the microarray data onto its global molecular network built from IPA Knowledge Base, which is developed based on the published research. The focus genes were selected if the gene had ≥1.5 fold up or down regulation and a P-value ≤0.0001.

### Real-time RT-PCR (qRT-PCR) Analysis

The TaqMan miRNA Assay (Invitrogen) was used to quantify mature miRNAs according to manufacturer’s instructions. The expression was normalized to RNU6B. For gene expression assay, DNase I treated total RNA was reverse transcribed using high capacity cDNA reverse transcription kit (Invitrogen) and real-time PCR was performed using SYBR Green chemistry (Invitrogen). The expression was normalized to Gapdh or 18S rRNA. All real-time reactions, including controls with no templates, were run in a thermocycler in triplicate. Relative expression was calculated using the comparative method [22]. The primer sequences are provided in Table 1.

### COBRA (Combined Bisulfite Restriction Analysis) and Bisulfite Sequencing

COBRA and bisulfite sequencing were performed as described [33], [34]. Briefly, bisulfite-converted genomic DNA was PCR amplified with the gene-specific BS primers and the amplicons were digested with Tsp509 I and BstU I, Taq I or Aci I and visualized by agarose gel electrophoresis after staining with ethidium bromide. For bisulfite sequencing of *Vldlr* and *Lepr* CGI, PCR products were cloned into TA cloning vector and 5–10 randomly selected clones were sequenced. The primers for COBRA analysis of genes with CGI spanning the promoter and exon 1 are provided in Table 2.

### Statistical Analysis

Real-time RT-PCR, western blot and luciferase data were presented as means ± standard deviation (SD). Statistical significance was calculated with a Student’s two-tailed t test with a P-value of <0.05 considered significant. For non-parametric comparisons (e.g. steatosis score), Cochran-Armitage trend analysis was sued, and P≤0.05 was considered statistically significant.

## Results

### Hepatic DNA Methyltransferase Activity and Dnmt1 and Dnmt3b Protein Levels are Significantly Reduced in Mice Fed Liquid Alcohol Diet

To determine whether dietary alcohol affects DNA methylation machinery we compared Dnmtase activity in the liver nuclear extracts from mice fed liquid alcohol diet for 6 weeks (see Methods for details). The results showed that the enzyme activity was reduced by ∼50% compared to those pair-fed control diet (**Figure 1A**). The diminished Dnmtase activity correlated with ∼50% and ∼75% decrease in Dnmt1 and Dnmt3b protein levels, respectively (**Figure 1B, C**) without significant changes in respective mRNA levels (**Figure 1D, E**). While a small but significant increase in Dnmt3a RNA level was observed in response to alcohol diet, its protein level was not significantly altered (**Figure 1B, F**). Thus, the reduced Dnmt1 and Dnmt3b protein levels probably contributed to decrease in hepatic DNMTase activity in mice fed alcohol diet.

### miR-148 and miR-152 that Target Dnmt1 and Dnmt3b are Upregulated in the Livers of Mice Fed Alcohol Diet

Next, we sought to elucidate the mechanism underlying alcohol-induced suppression of Dnmt1 and Dnmt3b proteins. We entertained the possible involvement of microRNAs because mRNA levels of these two enzymes were not significantly altered in the livers of alcohol fed mice (**Figure 1D, E**). A TargetScan database (http://www.targetscan.org/mmu_50/) [35] search revealed that 3′-UTR of Dnmt1 harbors only one conserved site for miR-148 and miR-152 (**Figure 2A**). Notably, both of these miRs have identical seed sequence implying that these miRs target common mRNAs. Interestingly, miR-148 has been shown to target Dnmt3b by complementary base pairing with two conserved sites located in its coding region [36]. To determine if these miRs play any role in the suppression of hepatic Dnmt1 and Dnmt3b levels in alcohol fed mice, we first measured expression of these two miRs. Northern blot analysis showed that miR-148 was elevated in all 6 mice fed the liquid alcohol diet, albeit at different levels, compared to those fed control diet (**Figure 2B**). qRT-PCR analysis confirmed 40% increase in miR-148 level whereas miR-152 expression (not detectable by Northern blotting) increased by 85% in the livers from mice fed the liquid alcohol diet compared to controls (**Figure 2C**). These results suggest that co-ordinate upregulation of miR-148/152 is likely to be involved in down regulation of hepatic Dnmt1/3b in alcohol fed mice.

We then investigated whether Dnmt1 is a target of miR-148 and/or miR-152. For this purpose, we cloned 3′-UTR of Dnmt1 into psiCHECK2 vector downstream of the renilla luciferase coding region and transfected it in Hepa cells along with miR-148b, miR-152 or negative control RNA (NC RNA). After 48 h, cells were assayed for relative luciferase (renilla/firefly) activity and miR-148b/152 expression. The results showed that miR-148b and miR-152 could reduce Dnmt1 3′-UTR driven renilla luciferase (RLU2) activity by 20% and 45%, respectively (**Figure 2D**). The lack of inhibition of relative luciferase activity in cells transfected with the mutant psiCHECK2-Dnmt1-3′UTR vector lacking the miR-148/152 cognate site validated Dnmt1 as a true target of these two miRs. Relatively less pronounced inhibition of reporter activity in miR-148b transfected cells compared to those transfected with NC RNA is probably due to higher miR-148b level in these cells, which was elevated only 2 fold upon transfecting miR-148b mimic (**Figure 2D, E**). Similar results were obtained after ectopic expression of miR-148a (data not shown). More robust inhibition (45%) of Dnmt1-3′UTR driven RLU2 activity in miR-152 transfected cells correlated with low basal expression of this miR in these cells which increased ∼500 - fold upon ectopic miR-152 expression (**Figure 2D, E**).

Next, we examined whether endogenous Dnmt1 and Dnmt3b protein level could be modulated by miR-148 and miR-152 by transfecting these miRs or respective NC RNAs into H293T cells. These cells were chosen for this assay because of much higher transfection efficiency compared to Hepa cells. Western blot analysis showed that ectopic miR-148b reduced DNMT1 protein level by ∼40% and ∼50% 48 h and 72 h post-transfection, respectively, compared to the controls (**Figure 2F**). Ectopic miR-152 reduced Dnmt1 level by ∼30% at both time points whereas the DNMT3b level was reduced (∼30%) by both miRs only after 72 h. The differential effects of miR-148 and miR-152 on Dnmt1 and Dnmt3b protein compared to 3′-UTR-driven luciferase assay may be due to different cell types used. Alternatively, the function of 3′-UTR in the context of homologus mRNA may not be identical when it is linked to a heterologus mRNA (renilla luciferase). Taken together, these results suggest that upregulation of both miR-148 and miR-152 plays a causal role in suppressing their common targets, Dnmt1 and Dnmt3b, in mice fed a liquid alcohol diet.

### Dnmt1 Hypomorphic Mice Exhibit Resistance to Alcohol-induced Hepatic Steatosis Compared to the Wild Type Mice

To determine the consequence of significant decrease in Dnmtase activity on alcohol-induced liver pathogenesis, Dnmt1 hypomorphic mice (*Dnmt1* ^N/+^) that express reduced levels of Dnmt1 [16], were fed control and alcohol diets. Dnmt1 expression is reduced in these mice by ∼50% due to disruption of one allele by homologus recombination [16]. qRT-PCR and Western blot analysis showed ∼50% and ∼60% reduction in hepatic Dnmt1 RNA and protein levels, respectively in *Dnmt1* ^N/+^ mice compared to *Dnmt1* ^+/+^ mice fed control diet (**Figure 3A, B**). However, Dnmt1 level was not measurably reduced further upon feeding the alcohol diet. Surprisingly, hepatic Dnmt3b protein level was elevated by ∼50% in the mutant mice compared to the wild type mice fed control diet (**Figure 3B, C**). As observed in the wild type mice, feeding the liquid alcohol diet reduced Dnmt3b level by ∼50% in hypomorphic mice. Dnmt3a protein level was comparable in *Dnmt1* ^+/+^ and *Dnmt1* ^N/+^ mice irrespective of the diet (**Figure 1B** **and** **3B**). Analysis of hepatic Dnmtase activity in the nuclear extracts showed ∼60% and ∼80% reduction in hypomorphic mice fed control and alcohol diets, respectively, compared to the wild type mice fed control diet (**Figure 3D**). Hepatic Dnmtase activity in alcohol fed *Dnmt1* ^N/+^ mice was ∼50% less than that of *Dnmt1* ^+/+^ mice fed alcohol diet (compare **Figure 3D** and **Figure 1A**). However, analysis of global DNA methylation (GDM) by LC-MS/MS showed that hepatic 5-methyldeoxycytidine content in *Dnmt1* ^+/+^ and *Dnmt1* ^N/+^ mice fed control diet was comparable and was not significantly affected by dietary alcohol in either genotype (**Figure 3E**). These results suggest that 50% of the Dnmtase activity is sufficient to maintain GDM in the livers of *Dnmt1* ^N/+^ mice and feeding alcohol did not purturb it in the adult liver.

We next compared the phenotype of *Dnmt1* ^+/+^ and *Dnmt1* ^N/+^ mice fed alcohol and control diets for 6 weeks. Increase in body weight and food consumption was comparable between the two genotypes and two diet groups (data not shown). As expected, the liver to body weight ratios (LW/BW) increased significantly in both genotypes fed the alcohol diet compared to those pair-fed the control diet (**Figure 4A**). The alcohol-induced increase in LW/BW in the mutant mice was, however, significantly less than that in the wild type mice.

Analysis of H&E stained liver sections showed that mice fed alcohol diet developed steatosis characterized by numerous vacuoles in the liver (representative photographs are shown in **Figure 4B**). Oil-Red-O staining confirmed that these vacuoles were lipid droplets. Both H&E and Oil-red-O staining of these representative slides revealed that steatosis in hypomorphic mice was less pronounced than that in the wild type mice fed alcohol. Blinded scoring of steatosis in 15 mice from two different experiments showed a significant difference in the steatosis score distribution between the wild type and mutant mice fed alcohol diet (P = 0.036) (**Figure 4C**), indicating that the steatosis-score was highly correlated with the genotype. However, analysis of mice pair-fed control diet did not reveal significant association between steatosis-score and genotype (P = 0.58) (**Figure 4D**). Both *Dnmt1* ^+/+^ and *Dnmt1* ^N/+^ mice fed alcohol developed mild hepatic inflammation as demonstrated by infiltration of inflammatory cells (**Figure 4B**).

We next assessed serum and hepatic triglyceride (TG) level since alcohol is known to cause elevation in TG content that leads to steatosis [1]. Both serum and hepatic TG levels increased in the wild type and mutant mice fed alcohol (**Figure 4E, F**). However, the increase in serum and liver TG levels in hypomorphic mice was ∼30% and ∼50%, respectively of that in the wild type mice. Reduced hepatic TG accumulation in hypomorphic mice fed the liquid alcohol diet correlated with comparatively diminished steatosis in these mice (**Figure 4B, C**). In contrast, alcohol-induced increase in cholesterol level was comparable among the mice of two genotypes (data not shown). To assess liver damage in these mice we measured serum ALT level which showed ∼2-fold increase in the wild type mice fed alcohol compared to those fed control diet, whereas it increased only 1.6 fold in *Dnmt1* ^N/+^ mice fed alcohol diet (**Figure 4G**). Taken together, these results demonstrate that in spite of decrease in hepatic Dnmtase activity in mice fed the alcohol diet, *Dnmt1* hypomorphic mice are relatively resistant to alcohol-induced steatosis and liver damage compared to the wild type mice.

### A Large Number of Genes Involved in Metabolic Pathways are Differentially Expressed in the Wild Type Mice Fed Alcohol Diet

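Hepatic RNA was profiled in 8 wild type mice, 4 fed the alcohol diet and 4 pair-fed the control diet for 6 weeks, with 1 array for each mouse. The alcohol content of the liquid diet was raised in steps, from 2.06% over 3 days to 4.18% over the next 4 days and then to its final level for 5 weeks. That final level is 6.365% in the paper's methods and 6.2% in the array labels, and alcohol then supplied 35% of the calories. Control mice received the same calories with maltose and dextrin in place of alcohol. The RNA was hybridized to the Affymetrix Mouse Exon 1.0 ST array, which reads a gene through many probes along its exons. The authors corrected the background, normalized the arrays and summarized the probes by RMA, a method that gives 1 log2 value for each probe-set on each array.

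The deposited table holds 23332 probe-sets. The median log2 value of an array lay between 5.10 and 5.14 on the alcohol diet and between 5.04 and 5.08 on the control diet. Across probe-sets, which are not independent replicates, the correlation (r) between 2 arrays was 0.983 to 0.984 within the alcohol group, 0.984 to 0.987 within the control group and 0.977 to 0.982 between the groups. Probe-sets were named through the annotation of the array, in which 14996 carried 1 gene symbol, 1019 several and 7317 none. A probe-set with several symbols was taken to name no gene. For a gene with more than 1 probe-set, the probe-set of highest mean was used.

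The paper's methods leave 10430 probe-sets after a filter on low expression, at a noise level that the paper's text does not give. Here the same number was kept by ranking the probe-sets on the fourth-highest of their 8 values, so that a gene expressed on 1 diet alone could stay in. The fourth-highest value of the last probe-set kept was 5.56. Differences between the diets were tested with limma, a linear model that moderates the variance of each probe-set by that of all others. A gene is said to have risen, fallen or changed only at a Benjamini-Hochberg adjusted p under 0.05, and the study's own thresholds (P of 0.0001, 1.5-fold) were applied beside it. Exact two-sided permutation tests of 4 mice against 4 have 70 arrangements and give no p below 0.0286. The number of mice limits the precision, and the filter, the normalization and each single mouse can move a count. RMA gives no call of detection, so the fold change of a gene near background on 1 diet may be understated.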

To elucidate the mechanism by which alcohol affects liver physiology we compared hepatic gene expression profiles in the wild type mice fed control and alcohol diets by microarray analysis (see Methods for details). 

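*Gadd45b* and *Asns* rose and *C6* and *F11* fell in the livers of alcohol fed mice. *Gadd45b*, a stress-induced regulator of growth arrest, rose 4.33-fold, from a log2 value of 4.94 ± 0.29 on the control diet to 7.05 ± 0.74 on the alcohol diet (SD, n = 4 mice each). *Asns*, the enzyme that makes asparagine, rose 4.19-fold. *C6*, a component of the membrane attack complex of complement, fell 6.24-fold, from 10.71 ± 0.11 to 8.07 ± 0.78 (SD, n = 4 each), and *F11*, coagulation factor XI, fell 3.30-fold. The adjusted p of these 4 genes from limma was 0.00467, 5.2e-04, 0.00195 and 0.00261.

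At a P of 0.0001 and 1.5-fold, 105 probe-sets were higher and 79 were lower on the alcohol diet among the 10430 tested. Of these 184, 144 carried 1 gene symbol, 20 several and 20 none, and their largest adjusted p was 0.00475. At an adjusted p under 0.05 from limma, without a threshold on the fold, 1059 probe-sets were higher and 624 were lower. The higher share depended on the scaling of the arrays. It was 57.1% of the 184, and 47.2% after quantile normalization and 43.1% after centring each array on its median. For the calls at an adjusted p under 0.05 the higher share was 62.9%, 51.7% and 45.0% in the same order. With 1 mouse left out, 58 to 116 probe-sets were higher and 40 to 124 were lower at the study's thresholds, and without moderation of the variance 33 were higher and 19 lower.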

The results showed that 98 genes were upregulated (≥1.5 fold, P≤0.0001) and 102 genes were downregulated (≤0.67 fold, P≤0.0001) upon feeding alcohol (**Figure S1**). Principal component analysis of the microarray data classified mice into two groups based on the diet (**Figure S2**). 

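The mice fed alcohol lay on 1 side of the first component and the control mice on the other. On this component, computed from all 23332 probe-sets, the alcohol group had a mean score of 25.8 ± 8.64 (SD, n = 4) and the control group one of -25.8 ± 1.32 (SD, n = 4). The scores ranged from 16.3 to 37.2 in the alcohol fed mice and from -26.9 to -23.9 in the control mice, so the alcohol fed mice differed more among themselves. The groups did not overlap (exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The first 3 components held 28.0%, 13.9% and 13.3% of the variance, which is 55.3% together.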

Ingenuity Pathway Analysis (IPA) [www.ingenuity.com] showed that the majority of the dysregulated genes encode enzymes that are involved in several metabolic pathways including xenobiotic, glutathione and lipid (triglyceride, fatty acid and cholesterol) metabolism (**Figure 5A**). 

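Many target genes of xenobiotic receptors rose in alcohol fed mice. Of 40 listed target genes of the nuclear receptors CAR and PXR, which control drug metabolizing enzymes, 21 were measured. Among these 16 were higher, none was lower and 5 were not called at an adjusted p under 0.05 from limma (17 higher and 1 lower when adjusted over the list alone). The drug efflux transporter *Abcb1a* rose by 1.27 ± 0.22 on the log2 scale (standard error, adjusted p = 0.00751), the conjugating enzyme *Sult1d1* by 0.97 ± 0.15 (adjusted p = 0.00442) and *Abcc2*, which carries conjugates into bile, by 0.54 ± 0.09 (adjusted p = 0.00652), each from limma. In limma's camera test, which compares a list with all other genes, the CAR and PXR targets lay higher with an adjusted p of 4.2e-10, and adjusted p = 0.283 with an estimated correlation between the genes. The list holds genes that the paper had named from these mice, so it is not independent evidence of a direction. Of the 12 members not named by the paper 7 were higher and none was lower (camera in limma, adjusted p = 0.00422). This last test used a preset correlation of 0.01 and was not repeated with an estimated one.

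Figure 5A draws 70 gene entries, of which 60 could be matched to a probe-set of their own. Of these 60, 38 were higher and 17 were lower on the alcohol diet at an adjusted p under 0.05 from limma, and 5 were not called. At the study's thresholds 30 were higher and 9 lower. In its group of xenobiotic metabolism 14 of 18 matched entries were higher and 3 were lower. Its triglyceride group had 3 higher entries of 3, and its fatty acid group 2 higher and 5 lower of 7. Markers of other liver cells were examined in the same mice. The 7 measured markers of sinusoidal endothelial cells had a median change of 0.24 (log2), with *Lyve1* and *Clec4g* higher (camera, adjusted p = 0.0223, and adjusted p = 0.744 with an estimated correlation). *Alas2*, the 1 measured marker of erythroid cells, fell with a log2 change of -2.07 (adjusted p = 0.00467 from limma). None of 11 markers of Kupffer cells and none of 5 markers of hepatocytes was called by limma. With an estimated correlation no list was called, and splits of the mice that mixed the diets also gave called lists, up to 13 of 27, so the p-values of the lists cannot carry the comparison. The counts of genes describe the lists, but they come from the same correlated genes and are not a test. They are to be read against all 10430 probe-sets tested, of which 1059 were higher and 624 were lower.

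**Figure D1:**
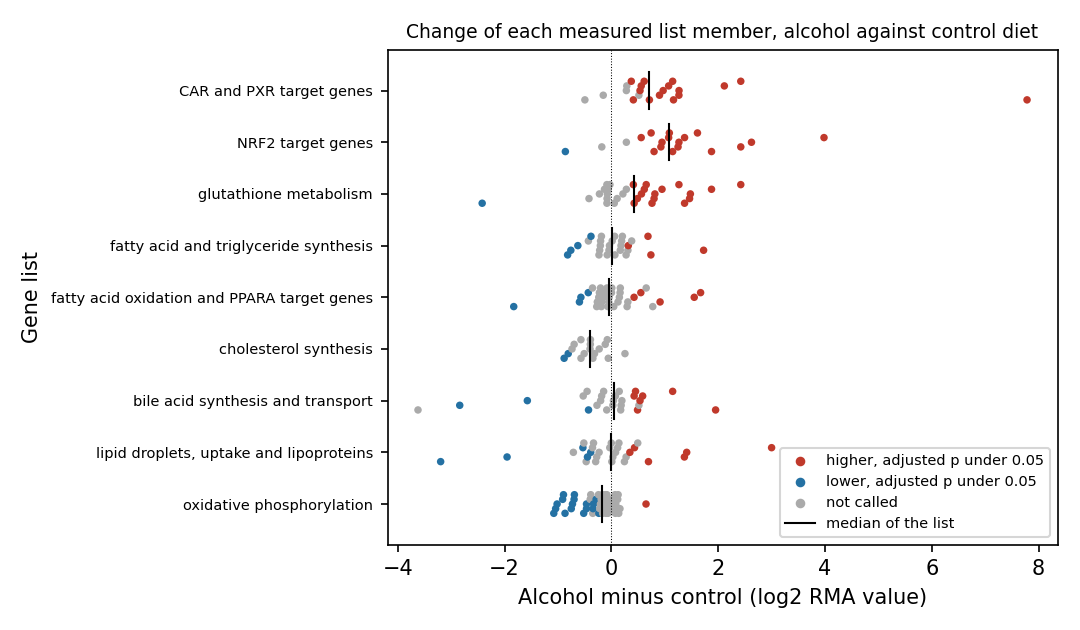
Change of each measured member of 9 gene lists between the diets, as the log2 RMA value in alcohol fed mice minus that in control mice (horizontal axis), for each list (vertical axis). Each point is a gene, red where higher, blue where lower and grey where not called at an adjusted p under 0.05 from limma (4 mice per diet), and the black line is the median of the list. The median was 0.71 for the CAR and PXR target genes and -0.18 for the genes of oxidative phosphorylation.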

Increased oxidative stress generated by acetaldehyde, a highly reactive alcohol metabolite, is likely to cause dysregulation of mitochondrial and microsomal genes [37]. Indeed, chronic alcohol feeding significantly elevated hepatic *Cyp2e1* (oxidizes ethanol to acetaldehyde) at the protein level without altering its RNA level (**Figure S3**). 

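Among the genes that Figure 5A assigns to cell proliferation and cancer, *Tuba8*, *Ggh*, *Rab3d* and *Sigirr* rose on the alcohol diet. *Tuba8*, an alpha tubulin, rose 3.85-fold (adjusted p = 0.00332 from limma), and *Ggh*, which removes glutamates from folates, rose 1.93-fold (adjusted p = 9.9e-04). *Timp3*, an inhibitor of metalloproteinases, rose 1.33-fold, a log2 change of 0.41 ± 0.12 (standard error, n = 4 mice on each diet). The values of *Timp3* overlapped between the diets and its adjusted p from limma was 0.0482, which lay between 0.0270 and 0.140 over the other settings tried, with the call lost in 12 of 16. *Myc*, a transcription factor that drives growth, had log2 values of 7.40 ± 0.97 on the alcohol diet and 6.13 ± 1.15 on the control diet (SD, n = 4 each). The difference of 1.27 ± 0.61 (standard error) was not called (adjusted p = 0.188 from limma, and p = 0.171 in an exact two-sided permutation test). *Adam10*, a membrane-bound protease, had log2 values of 8.17 ± 0.08 and 8.10 ± 0.09 (SD, n = 4 each), with an adjusted p of 0.549 from limma.

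Only 5 of 34 listed genes of the cell cycle passed the expression filter. Of these none was higher, 1 was lower and 4 were not called at an adjusted p under 0.05 from limma (1 higher and 1 lower when adjusted over the list alone). The lower gene was *Cenpa*, a histone of centromeres, which fell 1.51-fold (adjusted p = 0.00865 from limma). The median change of the list was 0.08 and its camera test in limma pointed down (adjusted p = 0.852, and adjusted p = 0.933 with an estimated correlation), but with all 23332 probe-sets tested the list lay lower with an adjusted p of 3.5e-04 (range over the settings 3.5e-04 to 1.00). Of 16 measured MYC target genes of ribosome biogenesis and growth, 2 were higher, 1 was lower and 13 were not called by limma, with the same counts when adjusted over the list alone (camera, adjusted p = 0.272, and adjusted p = 0.909 with an estimated correlation). *Nop56*, a ribosome assembly factor, and *Cad*, an enzyme of pyrimidine synthesis, were the higher genes. *Eif4e*, which binds the cap of mRNA, fell 2.08-fold (adjusted p = 2.0e-04 from limma). The call of *Nop56* was lost without any 1 of WA-836, WC-824, WC-834 and WC-840, with adjusted p up to 0.0981 (range over the settings 0.0229 to 0.117).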

Intriguingly, alcohol feeding also induced expression of several genes including *C-Myc, Timp3, Adam-10* that are known to be involved in cell proliferation/tumorigenesis (**Figure 5A**), although feeding alcohol for 6 weeks did not cause proliferation of hepatoctyes (data not shown). It is of interest to note that C-Myc is also a master regulator of metabolism [38].

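Among the genes of xenobiotic metabolism drawn in Figure 5A, *Cyp2b10*, *Cbr3* and *Nqo1* rose in alcohol fed mice. *Cyp2b10*, a cytochrome P450 that oxidizes drugs, rose 220-fold, from a log2 value of 4.12 ± 0.49 on the control diet to 11.91 ± 0.69 on the alcohol diet (SD, n = 4 mice each), with an adjusted p of 2.1e-05 from limma. *Cbr3*, a carbonyl reductase, rose 15.8-fold, from 4.58 ± 0.47 to 8.56 ± 0.71 (SD, n = 4 each, adjusted p = 4.1e-04 from limma). *Nqo1*, which reduces quinones, rose 6.16-fold, from 5.35 ± 0.37 to 7.97 ± 0.34 (SD, n = 4 each, adjusted p = 2.8e-04 from limma). *Cyp2b13* had no probe-set of its own. The probe-set that it shares with *Cyp2b9*, *Dmxl1* and *Rnf170* was 44.4-fold higher, a log2 change of 5.47 ± 0.34 (standard error, n = 4 each, adjusted p = 8.7e-05 from limma), and cannot be assigned to 1 of them. *Fmo2*, a flavin monooxygenase, rose 4.13-fold (adjusted p = 0.00609), and *Ephx1*, which opens epoxides, rose with a log2 change of 1.07 (adjusted p = 2.1e-04), both from limma. The control means of *Cyp2b10*, *Cbr3*, *Nqo1* and the *Cyp2b13* probe-set lay under the level of 5.56 used by the filter, so their folds may be understated.

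Target genes of NRF2, the transcription factor of the oxidative stress response, were mostly higher. Of 30 listed, 19 were measured, and 16 of these were higher, 1 was lower and 2 were not called by limma, with the same counts of higher and lower genes when adjusted over the list alone. *Cbr1* rose 3.05-fold (adjusted p = 1.9e-04 from limma), while *Taldo1*, an enzyme of the pentose phosphate pathway, was the lower one, with a log2 change of -0.86. The median change of the list was 1.08, and its camera test gave an adjusted p of 2.3e-10, and adjusted p = 0.283 with an estimated correlation. Values of several members had been seen in Figure 5A before the list was drawn up, and of the 10 members not named by the paper 7 were higher and 1 was lower (camera in limma, adjusted p = 0.0155). The test of these 10 used the preset correlation and was not repeated with an estimated one. The NRF2 list shares genes with the CAR and PXR list, such as *Gstm3*, *Ephx1* and *Abcc3*. It also shares genes with the list of glutathione metabolism, such as *Gstm3*, *Gstm4* and *Gsta4*. These lists are therefore not separate lines of evidence.

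**Figure D2:**
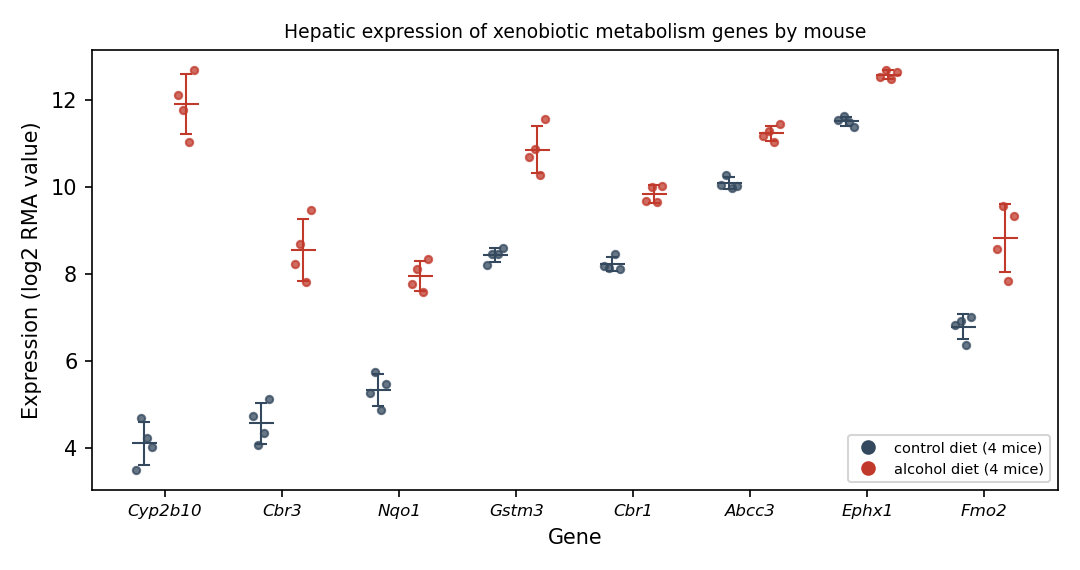
Expression of 8 genes of xenobiotic metabolism as log2 RMA values (vertical axis) by gene (horizontal axis) in mice fed the control diet (dark, 4 mice) and the alcohol diet (red, 4 mice). Points are single mice, and lines give the mean and SD of each group. For each of the 8 genes the alcohol fed mice lay above the control mice, as for Ephx1 at 12.59 ± 0.10 against 11.52 ± 0.10 (SD, n = 4 each).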

Several genes upregulated following alcohol feeding are involved in the oxidative stress response, which include *Cyp2b10* (220 fold), *Cyp2b13* (44 fold), *Fmo3* (16 fold), *Cbr3* (16 fold), *Nqo1* (6 fold) (**Figure 5A**). Similarly, several genes encoding glutathione metabolic enzymes except *Gpx6* were upregulated in mice fed alcohol. In contrast, genes involved in mitochondrial function, fatty acid and cholesterol metabolism were both positively and negatively regulated in response to alcohol feeding. 

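Glutathione S-transferases of several classes rose in alcohol fed mice. *Gstm3* rose 5.36-fold, from a log2 value of 8.44 ± 0.16 to 10.86 ± 0.54 (SD, n = 4 mice each), *Gstm4* rose 3.67-fold and *Gstm1* with a log2 change of 1.26, with adjusted p of 6.4e-04, 3.6e-04 and 0.00127 from limma. The microsomal transferase *Mgst3* rose 2.79-fold (adjusted p = 0.00598), *Gsta4*, which conjugates products of lipid peroxidation, 2.58-fold (adjusted p = 7.7e-04) and *Gss*, which makes glutathione, 1.76-fold (adjusted p = 0.00332), each from limma. *Gpx6*, a glutathione peroxidase, fell 5.35-fold, from 6.45 ± 0.32 to 4.03 ± 0.16 (SD, n = 4 each, adjusted p = 8.7e-05 from limma).

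Of 47 listed genes of glutathione metabolism, 30 were measured. Among them 16 were higher, 1 was lower (*Gpx6*) and 13 were not called at an adjusted p under 0.05 from limma, with the same counts of calls when adjusted over the list alone. Several of the transferases, such as *Gstm1* and *Gstm3*, are also in the lists of NRF2 targets and of CAR and PXR targets. The median change of the glutathione list was 0.42 (log2). The camera test of the list gave an adjusted p of 7.6e-04, and adjusted p = 0.283 with an estimated correlation. Because 9 of the 30 genes had been named by the paper from these mice, the list is not independent evidence, and without them the adjusted p of its camera test was 0.202, with 8 of the remaining 21 genes higher and none lower.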

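Some subunits of the respiratory chain fell in alcohol fed mice, and genes of fatty acid oxidation went both ways. Of 48 measured genes of oxidative phosphorylation (77 listed), 17 were lower, 1 was higher and 30 were not called at an adjusted p under 0.05 from limma (22 lower and 1 higher when adjusted over the list alone). *Ndufb2*, a subunit of complex I, fell 2.11-fold from a log2 value of 7.75 ± 0.10 to 6.67 ± 0.35 (SD, n = 4 mice each, adjusted p = 0.00385 from limma). *Uqcr10*, a subunit of complex III, fell 2.06-fold (adjusted p = 0.00757) and *Atp5e*, a subunit of ATP synthase, 2.02-fold (adjusted p = 0.00399), all from limma. The complex I subunit *Ndufa12* was the gene that rose, 1.57-fold (adjusted p = 0.00674 from limma). The mean of the 48 genes, relative to the mean of the control group, was -0.34 to -0.17 on the log2 scale in the 4 alcohol fed mice and -0.03 to 0.04 in the 4 control mice (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). Other lists reached the same exact p, among them the fasting-induced genes, which camera did not call. The camera test of the list gave an adjusted p of 1.2e-09, and adjusted p = 0.102 with an estimated correlation.

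Of 34 measured genes of fatty acid oxidation and targets of PPARA (46 listed), 5 were higher, 4 were lower and 25 were not called (8 higher and 10 lower when adjusted over the list alone). *Cyp4a14*, which hydroxylates fatty acids, rose 3.18-fold (adjusted p = 0.00474) and the acyl-CoA thioesterase *Acot4* rose 1.88-fold (adjusted p = 0.0116), while *Nudt7*, a peroxisomal CoA diphosphatase, fell 3.55-fold (adjusted p = 0.00127) and *Cpt1a*, which admits fatty acids to mitochondria, fell 1.49-fold (adjusted p = 0.0107), each from limma. The median of this list was -0.05, its mean 0.06, and its camera test in limma pointed down (adjusted p = 0.279, and adjusted p = 0.909 with an estimated correlation). Camera looks for a shift of a list in 1 direction, so it cannot show changes that go both ways.

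Of 17 measured genes of cholesterol synthesis (25 listed), none was higher, *Nsdhl* and *Pmvk* were lower and 15 were not called, with the same counts when adjusted over the list alone. Without the filter the adjusted p of both genes from limma was above 0.05, and that of *Nsdhl* was up to 0.0604 with 1 of WA-817, WC-824, WC-834 or WC-840 left out (ranges over the settings 0.0109 to 0.0751 for *Nsdhl* and 0.0106 to 0.0541 for *Pmvk*). The median change was -0.39 (camera, adjusted p = 9.5e-05, adjusted p = 0.681 with an estimated correlation and adjusted p = 0.205 with fry). The mean of the list in each mouse overlapped between the diets (exact two-sided permutation test, p = 0.0857). Relative to the control mean it was -0.69 to -0.08 in the alcohol fed mice and -0.33 to 0.28 in the control mice. Genes of bile acid synthesis and transport, which dispose of cholesterol, went both ways. Of 26 measured, 7 were higher, 3 were lower and 16 were not called (8 higher and 5 lower when adjusted over the list alone). *Cyp39a1*, an oxysterol hydroxylase, rose 3.87-fold (adjusted p = 4.2e-04), *Cyp7b1*, of the same function, fell 2.98-fold (adjusted p = 0.00348), and *Slc10a2*, a bile acid transporter, fell 7.16-fold (adjusted p = 6.6e-04), each from limma. The median of this list was 0.06 and its mean -0.13, and its camera test in limma pointed up (adjusted p = 0.852, and adjusted p = 0.913 with an estimated correlation), while fry called the list higher (adjusted p = 0.0349, range over the settings 0.0349 to 1.00).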

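Single genes of fatty acid handling rose and others fell in alcohol fed mice. *Gpat3*, the current symbol of *Agpat9*, encodes an acyltransferase of triglyceride synthesis and rose 3.31-fold, from a log2 value of 5.75 ± 0.28 to 7.47 ± 0.40 (SD, n = 4 mice each, adjusted p = 0.00179 from limma). *Vldlr*, a lipoprotein receptor, rose 2.58-fold, from 4.72 ± 0.28 to 6.09 ± 0.30 (SD, n = 4 each, adjusted p = 0.00245 from limma), and *Cd36*, a fatty acid translocase, rose 2.66-fold (adjusted p = 9.7e-04 from limma). The desaturase *Scd2* rose 1.67-fold, from 6.42 ± 0.11 to 7.16 ± 0.19 (SD, n = 4 each, adjusted p = 0.00348 from limma), while the desaturase *Fads2* fell 1.69-fold (adjusted p = 0.00649) and the elongase *Elovl5* fell 1.77-fold (adjusted p = 0.00369), both from limma. *Ppara*, the nuclear receptor that turns on fatty acid oxidation, fell by 34.0%, from 10.53 ± 0.12 to 9.93 ± 0.20 (SD, n = 4 each, adjusted p = 0.00857 from limma). *Fabp2*, an intracellular fatty acid binding protein, fell 9.17-fold (adjusted p = 5.3e-05 from limma).

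**Figure D3:**
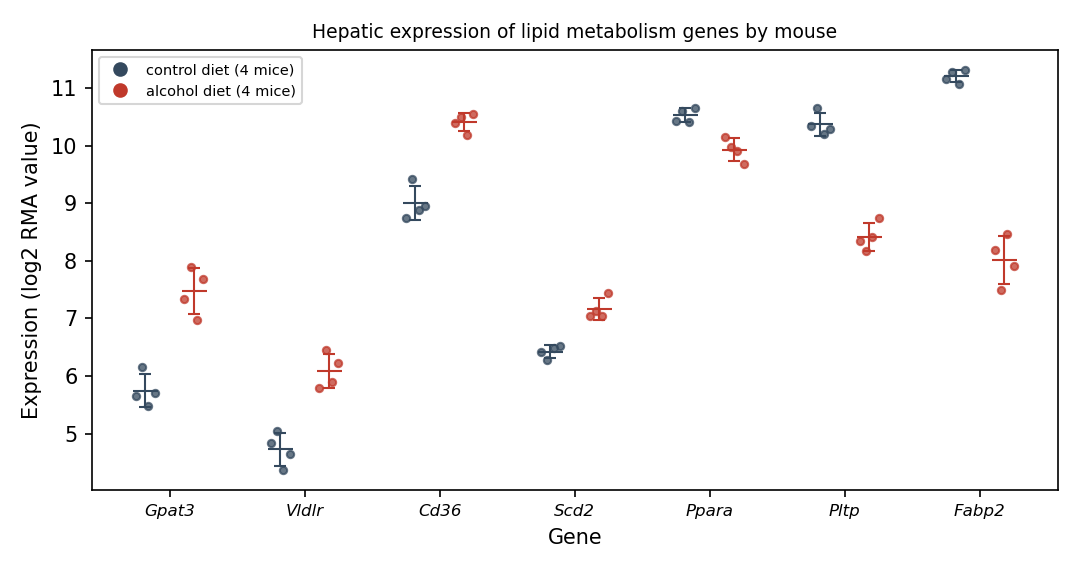
Expression of 7 genes of lipid metabolism as log2 RMA values (vertical axis) by gene (horizontal axis) in mice fed the control diet (dark, 4 mice) and the alcohol diet (red, 4 mice). Points are single mice, and lines give the mean and SD of each group. Gpat3, Vldlr, Cd36 and Scd2 lay higher and Ppara, Pltp and Fabp2 lower in every alcohol fed mouse, with Fabp2 at 8.01 ± 0.42 against 11.21 ± 0.11 (SD, n = 4 each).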

Expression of several factors that are known to regulate lipid metabolism and transport, such as *Agpat9* (1-acylglycerol-3-phosphate O-acyltransferase 9) (3.3 fold), *Vldlr* (very low density lipoprotein receptor) (2.6 fold) and *Scd2* (stearoyl-Coenzyme A desaturase 2) (1.6 fold) increased whereas that of *Ppara* (peroxisome proliferator-activated receptor alpha), a key transcription factor with a protective role against ALD [39] decreased by 64% in the livers from alcohol fed wild type mice.

Next, we validated microarray data on selected genes. 

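The genes drawn as higher in Figure 5B include a cytokine receptor, a nuclear receptor and a metallothionein. *Lepr*, the leptin receptor, rose 7.99-fold, from a log2 value of 4.75 ± 0.47 to 7.75 ± 0.63 (SD, n = 4 mice each, adjusted p = 0.00103 from limma). *Mt1*, a metal binding protein, rose 5.81-fold, from 8.42 ± 0.95 to 10.96 ± 1.09 (SD, n = 4 each, adjusted p = 0.0194 from limma), and *Mt2*, drawn in Figure 5A, rose 11.1-fold (adjusted p = 0.0165), a log2 change of 3.47 that was 4.25 without WA-833. The values of *Mt1* overlapped between the diets. Without WC-824 or WC-840 the adjusted p of *Mt1* was 0.0516 or 0.0563, and without WC-840 that of *Mt2* was 0.0503 (ranges over the settings 0.00791 to 0.0752 and 0.00293 to 0.0684). *Nt5e*, which makes adenosine, rose 2.94-fold (adjusted p = 0.00773), *Aldh3b1*, an aldehyde dehydrogenase, rose 1.82-fold (adjusted p = 0.0214), and *Nr1i3*, which encodes the nuclear receptor CAR, rose 1.53-fold (adjusted p = 0.00186), each from limma. The call of *Aldh3b1* was lost without any 1 of WA-817, WC-820, WC-834 and WC-840, with adjusted p up to 0.0605 (range over the settings 0.00692 to 0.0775).

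Of the 16 genes drawn as higher there, 14 had a probe-set of their own, and 13 of these were higher at an adjusted p under 0.05 from limma and 9 at the study's thresholds. Their changes ranged from 0.61 to 7.78 on the log2 scale. *Cyp2c39* shares a probe-set with *Cyp2c38*, which was 2.32-fold higher and cannot be assigned to either gene.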

The results showed that 16 genes upregulated in the microarray analysis were even more elevated by qRT-PCR analysis (**Figure 5B**). Similarly, downregulation of 4 selected genes in alcohol fed mice was more pronounced after validation by PCR analysis. 

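The genes that fell on the array differ in function. *Adgrf1*, the current symbol of *Gpr110*, encodes an adhesion G protein-coupled receptor and fell 9.53-fold, from a log2 value of 7.43 ± 0.42 on the control diet to 4.17 ± 0.27 on the alcohol diet (SD, n = 4 mice each, adjusted p = 8.7e-05 from limma). *Pltp*, which transfers phospholipids between lipoproteins, fell 3.87-fold, from 10.37 ± 0.20 to 8.42 ± 0.24 (SD, n = 4 each, adjusted p = 1.5e-04 from limma). *Hsd3b5*, a steroid dehydrogenase of male mouse liver, has no probe-set of its own. The probe-set that it shares with *Hsd3b4* was 165-fold lower, at 3.48 ± 1.00 against 10.85 ± 0.23 (SD, n = 4 each, adjusted p = 5.3e-05 from limma). All 3 genes with a probe-set of their own (*Adgrf1*, *Pltp* and *Ppara*) were lower at an adjusted p under 0.05 from limma, and *Adgrf1* and *Pltp* also at the study's thresholds.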

Taken together, these results revealed modulation of expression of hepatic genes involved in various metabolic pathways in response to dietary alcohol and supported the contention that dysregulation of some of these genes may play a causal role in steatosis.

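Genes of fat synthesis and storage, the processes that fill hepatocytes in steatosis, moved in both directions. Of 27 measured genes of fatty acid and triglyceride synthesis (32 listed), 4 were higher, 4 were lower and 19 were not called at an adjusted p under 0.05 from limma (5 higher and 5 lower when adjusted over the list alone). Besides *Gpat3* and *Scd2*, *Acaca*, which makes malonyl-CoA, rose with a log2 change of 0.68 and *Agpat1* with one of 0.32. The call of *Agpat1* was lost in 8 of 16 other settings, among them leaving out WA-817, WA-836 or any 1 control mouse (adjusted p from 0.0223 to 0.0841 in limma), and that of *Acaca* in 2, without the filter and without moderation (adjusted p from 0.0111 to 0.0577 in limma). The lower genes were the desaturases *Fads1*, *Fads2* and *Scd1* and the elongase *Elovl5*, where the call of *Scd1* was lost without WC-824 and without the filter (adjusted p from 0.00706 to 0.0610 in limma). Neither *Fasn* nor *Srebf1* was called, though *Srebf1* was without WA-833 (adjusted p from 0.0253 to 0.293 in limma). The median of this list was 0.01 and its mean 0.04, while its camera test in limma pointed down (adjusted p = 0.566, and adjusted p = 0.909 with an estimated correlation). That test looks for a shift in 1 direction and cannot show changes that go both ways. Of 29 measured genes of lipid droplets, lipid uptake and lipoproteins (41 listed), 6 were higher, 5 were lower and 18 were not called (8 higher and 11 lower when adjusted over the list alone, with limma's camera test at an adjusted p of 0.344, and adjusted p = 0.776 with an estimated correlation). The droplet coat protein *Plin3* rose with a log2 change of 0.69, and *Mgll*, which splits monoglycerides, fell with one of -0.53, a call lost without the filter (adjusted p from 0.00957 to 0.0621 in limma). From the changes in genes of these metabolic pathways the paper concludes that dietary alcohol modulates hepatic gene expression, and it proposes that the dysregulation of some of the genes may contribute to steatosis.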

### Differential Expression of Genes Involved in Metabolic Pathways in Hypomorphic Mice Fed Alcohol Diet

To delineate the mechanism for reduced steatosis and liver damage in *Dnmt1* ^N/+^ mice fed the alcohol diet, we next compared the expression of several genes identified by microarray in the wild type and mutant mice. qRT-PCR analysis showed that 7 genes (*Aldh3b1, Cyp39a1, Fmo3, Lepr, Mt1, Vldlr* and *Scd2*) were upregulated in both genotypes fed alcohol, albeit at different levels, whereas the inductions of *Cyp2b10, Cyp2c39, Cyp4a14, Nqo1* and *Aldh3b1* were comparable between the two genotypes (**Table 3**). However, induction of *Cyp39a1* (7 vs 3 fold), *Fmo3* (119 vs 34 fold), *Vldlr* (5 vs 2 fold) and *Mt1* (21 vs 9 fold) were less pronounced in the mutant livers. Notably, *Agpat9* (6 fold), *Lepr* (24.5 fold) and *c-Myc* (9 vs 2 fold) were significantly induced only in the wild type mice fed alcohol. The level of *Ppara* mRNA was reduced by 60% only in the wild type mice fed alcohol and remained unaltered in hypomorphic mice. In contrast, the expression of hepatic *Hsd3b5* was relatively high in mice fed the control diet, which was dramatically suppressed (>400 fold) in alcohol fed mice of both genotypes.

We then addressed the potential involvement of DNA methylation in alcohol induced dysregulation of some of these genes in the livers of *Dnmt1* ^+/+^ and *Dnmt1* ^N/+^ mice. Among these genes CpG islands (CGIs) spanning the promoter and/or exon1 of *Agpat9*, *c-Myc*, *Lepr, Vldlr, Cyp39a1, Mt1* and *Ppara* were identified by BLAT search (http://genome.ucsc.edu/cgi-bin/hgGateway?org=Mouse&db=mm9&hgsid=224384625). However, combined bisulfite restriction analysis (COBRA) and bisulfite sequencing did not reveal any detectable methylation at these CGIs in any of the four groups (2 diets and 2 genotypes) of mice (data not shown) suggesting that promoter methylation is not involved in regulating expression of these genes in mouse livers (data not shown). These results imply that alcohol induced expression of these genes is likely to be regulated by transcriptional activation and/or chromatin modification.

## Discussion

It is now well established that like transcription factors, epigenetic modifications of the DNA and histones play a major role in gene regulation and that aberrations in the epigenetic machinery can cause multiple diseases such as cancer, neuronal, immunological, and metabolic disorders [40]. The purpose of this study was to determine whether chronic alcohol feeding modulates the expression/activity of DNA methylation machinery and whether reduced expression of Dnmt1 has any effect on alcohol-induced liver dysfunction. Our study revealed that hepatic Dnmtase activity was reduced upon chronic alcohol feeding, which correlated with reduced expression of Dnmt1 and Dnmt3b protein but not RNA levels. We also showed that alcohol-induced upregulation of both miR-148 and miR-152 play a key role in downregulating their common targets Dnmt1 and Dnmt3b. We focused on miR-148/152 because only these two miRs have a common site on Dnmt1 3′-UTR, which is conserved in mammals, and miR-148 and miR-152 have been previously shown to target Dnmt1 by interacting through its 3′-UTR [41], [42], whereas miR-148 targets Dnmt3b by binding to its cognate site in the coding region [36]. Decrease in Dnmt1 and Dnmt3b expression and Dnmtase activity suggested to us that Dnmt1 hypomorphic mice might be more susceptible to alcoholic liver disese. Surprisingly, compared to the wild type mice these mice were relatively resistant to hepatic steatosis, as shown by reduced accumulation of triglyceride and expression of several key enzymes and transcription factors involved in lipid metabolism, oxidative stress that are associated with ALD These observations imply that *Dnmt1^N^* allele exhibits protective role not only in colon tumorigenesis mice [15], [16] but also in alcohol-induced hepatosteatosis.

In cancer cells loss of Dnmtase activity and suppression of Dnmt1 and Dnmt3b lead to passive loss of global hypomethylation during rapid proliferation [43]. However, analysis of global DNA methylation (GDM) by LC-MS/MS showed that relative 5-methyldeoxycytosine content in the liver was not significantly affected by alcohol in the *Dnmt1* ^+/+^ or *Dnmt1* ^N/+^ mice (**Figure 3E**). This is not surprising considering the fact that the hepatocytes in the adult mice are in terminally differentiated state and feeding alcohol diet for 6 weeks did not cause these cells to enter cell cycle (data not shown). Unabated expression of Dnmt3a may be adequate for maintaining the methylation profile in nonreplicating hepatocytes. Although unlikely, we cannot rule out active demethylation of some genes in the livers of mice after feeding alcohol. Genome wide approaches using recently developed techniques [44] is likely to identify such genes. It is also possible that chronic alcohol intake alone or in combination with carcinogen exposure may result in differential methylation of metabolic and tumor causing genes. Prolonged alcohol exposure could also result in altered expression of genes that are distinct from short term feeding of alcohol diet as used in the present study. It would be of interest to investigate the liver methylome in mice and humans with chronic alcoholic liver disease.

The resistance of *Dnmt1* ^N/+^ mice to alcohol-induced steatosis merits discussion. This phenotype could be explained by differential expression of some key genes involved in lipid metabolic pathways. First, *Agpat9*, an enzyme in triglyceride biosynthesis, is upregulated only in the wild type mice fed alcohol (**Table 3**). Second, *Ppara*, a nuclear hormone receptor that modulates transcription of several genes involved in fatty acid transport and oxidation [45], is dramatically downregulated only in the wild type mice fed alcohol (**Table 3**). It has been shown that Ppara *null* mice are sensitive to alcoholic liver disease [46]. It is conceivable that persistent expression of *Ppara* in *Dnmt1* ^N/+^ livers could contribute to reduced steatosis in these mice fed alcohol diet. Third, elevated expression (>2-fold) of *Aldh3b1* that detoxifies acetaldehyde to acetate in hypomorphic mice compared to the wild type mice suggests reduced oxidative stress in the hypomorphic mice. Absence of detectable methylation in the CGI of these genes in both genotypes fed alcohol or control diet indicates that DNA methylation may not directly regulate expression of these genes. However, we cannot rule out the possibility that Dnmt1 predominantly functions as a transcriptional regulator in the terminally differentiated hepatocytes. Indeed, all three Dnmts can function as transcriptional repressors that require their N-terminal regulatory domains but not its C-terminal catalytic domains [13], [14]. It is therefore, possible that the reduced Dnmt1 level in concert with alcohol and/or its metabolites can cause derepression of one or more factors in the hypomorphic mice, which may be responsible for differential expression of genes such as *Aldh3b1, Agpat9, c-Myc, Fmo3, Lepr* and *Vldlr*. Additionally, altered chromatin structure of some of these genes due to changes in the histone code of associated nucleosomes in the hypomorphic mice may also contribute to the resistance of these mice to alcohol-induced liver pathogenesis. Relatively low level induction of *Fmo3* and *Mt1* suggests that overall oxidative stress due to alcohol feeding is less in *Dnmt1* ^N/+^ mice compared to the wild type mice, thereby accounting for reduced pathogenesis. Finally, alcohol may differentially affect liver metabolites in the hypomorphic mice compared to the wild type mice. Future studies on the liver transcriptome, epigenome and metabolome will be able to elucidate the detailed mechanisms by which Dnmt1 modulates ALD.

## Supporting Information

Figure S1 **Volcano plot demonstrating genes up and down regulated (** ***P*** **≤0.0001) in the wild type mice upon feeding alcoholic compared to the control diet.** Liver RNA from 4 mice in each diet group was subjected to mouse exon array (see Methods for details).
(DOCX)

Figure S2 **Principal Component Analysis discriminated mice fed alcohol and control diet groups based on gene expression profiles.** The expression data of all genes on the microarray were projected in three dimensions (PC1, PC2 and PC3) while keeping 56% variation in the data. PC1 - PC3 are the combination of expression of all genes.
(DOCX)

Figure S3 **Hepatic Cyp2e1 protein and mRNA levels were measured by immunoblot and real-time RT-PCR analysis in the wild type (+/+ or WT) and Dnmt1 hypomorphic (N/+) mice fed alcoholic or and control diet for 6 weeks.** The data was normalized to Gapdh level. Each assay was performed in triplicate (n = 5).
(DOCX)

How the deposited data were processed for this re-analysis (not part of the article)

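Liver RNA of 8 wild type male mice was measured on Affymetrix Mouse Exon 1.0 ST arrays, with 4 mice fed the alcohol diet and 4 pair-fed the control diet for 6 weeks and 1 array for each mouse. The authors made the deposited log2 values by RMA, which corrects the background, normalizes the arrays by quantiles and summarizes the probes of a probe-set. The array labels name the Affymetrix Expression Console for this step and give no version. The table holds 23332 probe-sets for each of 8 arrays, all of which were used.

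Probe-sets were named through the annotation of the array, and 14860 genes had a probe-set of their own. A gene with several probe-sets was read at the probe-set of highest mean over the 8 arrays, and a probe-set with several symbols named no gene. The 10430 probe-sets with the highest fourth-highest value were kept, of which 7813 carried 1 symbol, 396 several and 2221 none. The filter did not use the diets.

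Differences between the diets were fitted in R 4.3.3 with limma 3.58.1, as a linear model of 2 groups with 6 residual degrees of freedom and default moderation of the variance. Calls were made at an unadjusted P of 0.0001 with at least 1.5-fold, and at a Benjamini-Hochberg adjusted p under 0.05. Genes removed by the filter were read from the fit without it. The model was tested on simulated data with the spread of these arrays, in which 200 of 10430 probe-sets were changed in each of 10 draws. It recovered 71.8% of changes of 1.5-fold, 92.7% of changes of 2-fold and 99.1% of changes of 4-fold at an adjusted p under 0.05, with 10.6 false calls on average. At the study's thresholds it recovered 81.3% and 96.5% of the changes of 2-fold and 4-fold, with 0.9 false calls. The real data gave 1683 calls at an adjusted p under 0.05, many more than the 200 probe-sets changed in the simulation. Under that adjustment the share recovered and the number of false calls depend on how many probe-sets change. The simulated rates at an adjusted p under 0.05 therefore cannot be carried over to the real calls. With 4 mice on each diet smaller changes are often missed.

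Genes to be named were chosen by a rule, and not all of them are printed. The rule took every gene that the paper names from the array, *Dnmt1*, *Dnmt3a*, *Dnmt3b* and *Cyp2e1*, the 15 genes with the largest rise and the 15 with the largest fall among those past the study's thresholds whose groups do not overlap, and for each gene list up to 4 members with the largest change at an adjusted p under 0.05. The values in the paper had been seen when this rule was set. Other list members were named after their values were seen.

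Before the data were examined 24 gene lists and 12 lists of cell type markers were fixed, and the 27 with at least 3 measured members were tested. The gene lists were target genes of CAR and PXR, target genes of NRF2, glutathione metabolism, fatty acid and triglyceride synthesis, fatty acid oxidation and PPARA targets, cholesterol synthesis, bile acid synthesis and transport, lipid droplets with uptake and lipoproteins, oxidative phosphorylation, male-biased and female-biased liver genes, sex chromosome transcripts, the ATF4 and integrated stress response, the unfolded protein response, the acute phase with metallothioneins, the cell cycle, MYC targets, ethanol and aldehyde metabolism, DNA methylation, the methionine and folate cycle, the circadian clock, fasting-induced genes, and pericentral and periportal hepatocyte genes. The marker lists were those of hepatocytes, Kupffer cells, monocytes, neutrophils, T and NK cells, B cells, stellate cells, sinusoidal endothelial cells, cholangiocytes, erythroid cells, adipocytes and pancreatic acinar cells. Lists were tested with limma's camera at a preset correlation of 0.01, with an adjustment over the lists, and again with an estimated correlation and with fry. The mean of a list in each mouse was compared by an exact permutation test, which was added after the data were seen.

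Principal components were computed from all probe-sets, centred and not scaled. The alternatives tried were no filter, a filter on the mean, a trend of variance with intensity, a robust variance, no moderation, array weights, quantile normalization, median centring, other thresholds, the mean over the probe-sets of a gene and leaving out each mouse. Lists that count shared probe-sets were added after the data were seen. Leaving out each mouse was first run with the filter drawn again on the 7 arrays, and after those results were seen it was changed to keep the 10430 probe-sets of all 8 arrays, with the first version kept as an added alternative. All 35 splits of the mice into 4 and 4 were fitted. The PCR values, blots and histology of the paper were not analysed here.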

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

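The tests of Y-linked transcripts, hepatocyte markers, the remaining female-biased genes, ribosomal protein genes and the shift of all other probe-sets were chosen after the result was seen. The criterion for the remaining female-biased genes was made stricter after their values were seen, by asking for a p under 0.05 with an estimated correlation too. The splits of the mice were planned, as was the removal of single mice, but keeping the same probe-sets in that removal was chosen after its first results were seen.

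Counts of calls were compared with those of all 35 splits of the 8 mice into 4 and 4. For the study's thresholds 1 of 35 splits, the real one, gave a count as large (184 probe-sets, against at most 3 in the other splits). For an adjusted p under 0.05 it was again 1 of 35 (1683 against at most 0). This share lies under the 0.05 set beforehand, and it is the lowest that 35 splits allow. The other splits mix the diets, so a difference between the diets widens the spread within their groups and can lower their counts of probe-sets. The comparison cannot exclude chance by itself. For the gene lists 11 of 35 splits called as many lists (9 in the real split, up to 13 in the others), so chance cannot be excluded for the number of lists called.

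Sex-biased liver genes are outside the groups that the paper discusses, though both lists hold single genes that it names. The male-biased genes had a median log2 change of -1.62 (8 of 11 lower, none higher, camera adjusted p = 1.2e-09, and adjusted p = 0.283 with an estimated correlation), and the female-biased genes one of 1.41 (7 of 11 higher, none lower, camera adjusted p = 2.3e-06, and adjusted p = 0.283 with an estimated correlation). Without the genes that the paper names, 6 of 9 male-biased genes were lower (camera adjusted p = 7.5e-07). Only 2 of 6 female-biased genes were then higher, and that list was not called (camera adjusted p = 0.0761). Both of these tests used the preset correlation of 0.01 and were not repeated with an estimated one. The correlation estimated for the full male-biased list was 0.724, so the adjusted p of the 9 genes may be far too small. Female RNA among the alcohol arrays is argued against, since the Y-linked transcript Eif2s3y in its lowest alcohol array was -0.199 from the control mean, and so is a lower share of hepatocyte RNA, since the hepatocyte markers had a median of 0.00769. Of the 2 sex chromosome transcripts measured, the one that changed more had a log2 change of -0.268 and was not called. An altered hormonal control under the alcohol diet may be involved, but cannot be told apart from the response of drug metabolism, because the 6 female-biased genes outside the CAR list that the paper does not name had a median of 0.602 (p = 0.0197 in limma's camera test, and p = 0.182 with an estimated correlation). The mean of the male-biased list was lowest in WA-836 (-3.26) and WA-817 (-2.56), and highest of the alcohol fed mice in WA-833 (-1.11).

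Of 48 genes of oxidative phosphorylation 17 were lower and 1 was higher, a list that holds 7 genes the paper names. A single alcohol array is argued against, since the mean of the list was -0.34 to -0.17 in the 4 alcohol fed mice and -0.03 to 0.04 in the 4 control mice (the highest camera adjusted p without 1 alcohol mouse was 2.0e-08, and with all mice adjusted p = 0.102 with an estimated correlation). The other probe-sets had a median of 0.0539, so the normalized values of all genes did not fall together. This cannot decide about a shift from normalization, because RMA normalizes the arrays by quantiles and so holds that median near 0. A loss of short abundant transcripts could lower genes of this list and cannot be told apart, because 10 cytosolic ribosomal protein genes had a median of 0.0259 with a 95% interval of -0.47 to 0.25, which holds the median of -0.18 of the oxidative phosphorylation genes. No biological explanation was tested for this list.

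Other signals lay in genes or lists that the paper does not discuss. The ATF4 and integrated stress response had a median log2 change of 0.373 (5 of 15 higher, none lower, camera adjusted p = 0.00605, and adjusted p = 0.317 with an estimated correlation). Without the 2 members that the paper names, 3 of 13 were higher and the list was not called (adjusted p = 0.0986). The sinusoidal endothelial markers had one of 0.237. Among single genes that the paper does not name, *Tff3* fell with a log2 change of -3.19, *C6* of -2.64, *Serpina12* of -2.17, *Alas2* of -2.07, *Fam25c* of -2.04, *Gm4956* of -2.02, *Ifit1* of -1.8 and *F11* of -1.72, while *Adam11* rose with one of 1.61 and *Dnajc12* with one of 1.55.

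Single mice lay far from the other 3 of their group for 7 of 232 groups tested on the named genes, where chance gives about 1 in 20, or 11.6. The gap to the nearest mouse over the range of the group was 0.945 for *Apof*, 0.844 for *Atp5e*, 0.879 for *Gstt3* and 0.854 for *Nr1i3*, each with WA-836 highest. It was 0.892 for *Steap4* with WA-833 lowest, and 0.846 for *Dnajc12* and 0.946 for *Nt5e* with WC-820 highest.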

How the results depend on the processing

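Leaving out 1 mouse was first run with the filter drawn again on 7 arrays, and keeping the probe-sets of all 8 arrays was chosen after those results were seen. The lists with shared probe-sets were also chosen after the data were seen. No paired analysis was possible because the labels do not pair the mice.

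At the study's thresholds 105 probe-sets were higher and 79 lower, and at an adjusted p under 0.05 1059 and 624. The counts stayed within 1.5 times of these with the mean filter, intensity trend, robust variance, array weights, quantile normalization and median centring. The paper, which counts genes rather than probe-sets, had more lower than higher ones at the study's thresholds. After quantile normalization 84 probe-sets were higher and 94 lower at those thresholds, and after median centring 75 and 99. Without a filter 45 were lower at the study's thresholds and 488 and 285 were higher and lower at an adjusted p under 0.05, with more probe-sets tested. Without moderation the study's thresholds gave 33 and 19, and 382 were lower at an adjusted p under 0.05. The looser and stricter thresholds gave 44 and 45 at 2-fold, 217 and 187 at a P of 0.001, and 341 and 202 at an adjusted p under 0.01.

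With 1 mouse left out the counts were 58 to 116 higher and 40 to 124 lower at the study's thresholds, and 595 to 1086 and 362 to 557 at an adjusted p under 0.05. At the study's thresholds they moved by over 1.5 times without WA-817 (68 and 46), WA-836 (124 lower), WC-820 (44 lower), WC-824 (60 and 43), WC-834 (60 and 42) and WC-840 (58 and 40), and at an adjusted p under 0.05 without WA-817 (695 higher), WC-824 (595 and 372), WC-834 (614 higher) and WC-840 (640 and 362), with fewer mice tested. With the filter drawn again, the higher and lower counts were 64 higher without WA-811, 56 and 47 without WA-817, 65 and 124 without WA-836, 33 lower without WC-820, 61 and 32 without WC-824, 62 and 31 without WC-834 and 60 and 28 without WC-840. At an adjusted p under 0.05 they were then 661 higher without WA-817, 592 and 355 without WC-824, 613 higher without WC-834 and 640 and 345 without WC-840. That filter drops genes expressed on 1 diet alone, since 3 mice then carry them, so the probe-sets kept with all 8 arrays are used elsewhere.

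Of the 1683 probe-sets called, 1506 were also called after quantile normalization, 1350 after median centring, 669 without a filter and 1078 without moderation. Of 116 named genes 107 were called, 82 of these kept the call under each alternative run, 17 lost it without some 1 mouse, and 0 reversed (limma).

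Camera called 6 lists higher and 3 lower, and 0 and 0 with an estimated correlation, where the adjusted p of oxidative phosphorylation was 0.102. Without the genes that the paper names 3 lists were higher. Fry called 7 and 2, without cholesterol synthesis (adjusted p = 0.205, range 5.8e-07 to 0.681) and with bile acid synthesis and transport (adjusted p = 0.0349, range 0.0349 to 1.00). The unfolded protein response passed without WA-817, WC-820 or WC-834 (adjusted p 0.00625, 0.0131 and 0.0307) and without a filter (0.0145), with a range of 0.00625 to 0.909, and the circadian clock without WC-820 (0.0439, range 0.0439 to 0.828). Camera offers no robust or unmoderated option, so these were not run for lists. The first 3 components held 73.9% of the variance over the filtered probe-sets and 60.0% to 62.4% with 1 mouse left out, against 55.3% over all probe-sets and arrays, 54.4% with unit variance and 55.1% after quantile normalization. Unless stated, the cause was not tested. Signal over background limits the folds of genes that lie near background on 1 diet.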

Differences from the paper's values

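The alternatives in this part were set before the data were examined, except that keeping the same probe-sets with 1 mouse left out (8 of the alternatives) was chosen after the first results of leaving out a mouse were seen.

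The paper gives a decrease of 64% for *Ppara*, and the value here was 34.0%. Each of the 16 alternatives also differed from the paper's value, with decreases of 30.0% to 37.4%. The filters and the variance options among them cannot change a difference of means, so only the other alternatives bear on this. The log2 change of *Ppara* printed in Figure 5A matches the -0.60 found here. The paper's PCR measurements, which were not analysed here, gave a significant decrease of *Ppara* in wild type mice. That decrease lay nearer to 64% than to 34.0%.

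For *Gstm1* the paper shows a log2 change of about 0.28 in Figure 5A, read by eye, and the value here was 1.26. Each of the 16 alternatives differed too (1.16 to 1.36), where the filters and the variance options again could not change the value. The probe-set of *Gstm2* had a log2 change of 0.28 (adjusted p = 0.691 in limma), a value looked up after the difference was seen, and no cause was tested. For *Onecut1* the paper shows about -1.1 in Figure 5A, read by eye, and the value here was -0.34 (adjusted p = 0.720 in limma). Over 17 alternatives the value ranged from -0.75 to 0.10, and it was above 0 without WA-833 (0.05) and without WC-824 (0.10). Of these alternatives 3 came within the standard error of the paper's value, which were leaving out WA-817 (-0.75), leaving out WC-820 (-0.65) and the mean over the probe-sets of the gene (-0.71), and the other 14 did not. These 14 include the filters and the variance options, which cannot change the value. *Onecut1* was not called in any of the 17 alternatives (adjusted p from 0.166 to 0.964 in limma). Its other probe-set had a log2 change of -1.08 (adjusted p = 0.00568 in limma), a value looked up after the difference was seen.

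The array p-values in Figure 5B fall on the other side of 0.0001 for 3 genes, given here as minus log10 of the unadjusted p. The paper's was about 3.4 for *Cbr3* in Figure 5B, read by eye, against 6.08 in limma, and it was about 8.0 for *Ppara* in Figure 5B, read by eye, against 3.43 in limma. For both genes each of the 16 alternatives stayed on the side found here (4.08 to 6.29 for *Cbr3* and 2.66 to 3.84 for *Ppara*). It was about 4.1 for *Fmo2* in Figure 5B, read by eye, against 3.77 in limma. For *Fmo2* the array weights (4.31) and leaving out WA-833 (5.08) gave a value on the paper's side, and the other 14 alternatives did not.

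The paper draws *Myc* among the genes raised by the alcohol diet, and *Myc* was not called here in any of the alternatives run (adjusted p from 0.0637 to 0.387 in limma). Its PCR measurements, which were not analysed here, gave a significant rise of *Myc* in wild type mice. The paper also states that alcohol raised *Adam10* and *Timp3*. *Timp3* was called here, a call lost in 12 of 16 other settings (adjusted p from 0.0270 to 0.140 in limma). *Adam10* was not called here or in any of the alternatives run (log2 change 0.07, adjusted p = 0.549 in limma, range 0.431 to 0.933). The paper selected the genes of its pathway analysis by the same thresholds as its counts, and of the 60 matched entries of Figure 5A 30 were higher and 9 were lower at these thresholds, while 38 and 17 were at an adjusted p under 0.05 in limma.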

Other observations

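*Mup3* and *Elovl3*, which are higher in male than in female mouse liver, fell in alcohol fed mice. *Mup3*, a major urinary protein of male mice, fell 21.1-fold (adjusted p = 0.0106) and *Elovl3*, an elongase of very long chain fatty acids, fell 5.95-fold (adjusted p = 0.0249), both from limma. The call of *Mup3* was lost without moderation (adjusted p = 0.0525, range 0.00469 to 0.0525), and that of *Elovl3* without WA-817 or any 1 of the 4 control mice (adjusted p up to 0.0658, range over the settings 0.0164 to 0.0884). The log2 change of *Mup3* was -4.40, and -3.47 without WA-836 and -5.03 without WA-833, and that of *Elovl3* was -2.57, and -1.91 without WA-836. *Slco1a1*, an organic anion transporter, had a log2 change of -3.62 with an adjusted p of 0.0557 in limma and was not called, though it was in 3 of 16 other settings (adjusted p from 0.0150 to 0.158). The probe-set shared by *Hbb-b1* and *Hbb-b2* was 8.83-fold lower (adjusted p = 0.00889 from limma), and *Alas2*, the heme synthesis enzyme of erythroid cells, was the erythroid marker measured.

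The RNA of the enzymes that the paper studies outside the array results was not called. For *Dnmt1*, *Dnmt3b* and *Cyp2e1* the paper reports changes of protein without significant changes of RNA, and the array does not measure protein. *Cyp2e1*, which oxidizes ethanol, had log2 values of 13.14 ± 0.10 and 13.13 ± 0.02 on the alcohol and control diets (SD, n = 4 mice each, adjusted p = 0.989 from limma). The log2 change was 0.20 for *Dnmt1* (adjusted p = 0.133), -0.07 for *Dnmt3a* (adjusted p = 0.706) and, without the filter, 0.11 for *Dnmt3b* (adjusted p = 0.656), each from limma. The small but significant rise of *Dnmt3a* RNA that the paper measured by PCR was therefore not seen on the array.

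The remaining lists were tested with limma's camera and none of them was called. Of 17 measured genes of the unfolded protein response 3 were higher (*Hyou1*, *Canx* and *Edem1*), none lower (adjusted p = 0.0908, and adjusted p = 0.909 with an estimated correlation). Leaving out single mice ended the calls of *Hyou1* (6 of 8 mice), *Canx* (7) and *Edem1* (6), with adjusted p up to 0.109 in limma. Of 21 genes of the acute phase with metallothioneins 3 were higher (*Mt1*, *Mt2* and *Lbp*) and *Steap4* was lower (adjusted p = 0.566). Of 13 genes of ethanol and aldehyde metabolism *Aldh1a1* and *Aldh3b1* were higher and none lower (adjusted p = 0.985). Of 6 genes of DNA methylation *Mbd2* was lower (adjusted p = 0.679), of 12 of the methionine and folate cycle *Mat1a* was higher and *Cbs* lower (adjusted p = 0.566), and of 14 of the circadian clock *Dbp* was lower (adjusted p = 0.272). Leaving out single mice ended the calls of *Mbd2* (6 of 8 mice), *Mat1a* (6), *Cbs* (7) and *Dbp* (5), with adjusted p up to 0.0936 in limma. Of 12 fasting-induced genes *Lepr* was higher and *Cpt1a* lower (adjusted p = 0.566). Of 12 pericentral genes *Cyp1a2* and *Rhbg* were higher and *Oat* and *Gulo* lower (adjusted p = 0.566), and of 10 periportal genes *Hsd17b13* was higher and *Sult5a1* lower (adjusted p = 0.839). Leaving out single mice ended the calls of *Oat* (7 of 8 mice) and *Sult5a1* (4), with adjusted p up to 0.130 in limma, and the calls of *Gulo* and *Steap4* were lost without the filter (adjusted p 0.0596 and 0.0624, ranges 0.00817 to 0.0596 and 0.0114 to 0.0624 in limma). Neither of 2 measured sex chromosome transcripts was called, with log2 changes of -0.27 and -0.09 (1 lower when adjusted over the list alone).

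Among cell type markers, *Lrat* was higher and *Reln* lower of 8 markers of stellate cells (camera, adjusted p = 0.695). The call of *Reln* was lost without WC-824, without WC-840 and without the filter (adjusted p from 0.0101 to 0.0729 in limma). The camera adjusted p was 0.691 for Kupffer cells and 0.566 for hepatocytes. The 1 measured marker of cholangiocytes and the 1 of pancreatic acinar cells were not called by limma. No marker of monocytes, neutrophils, T and NK cells, B cells or adipocytes passed the filter.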
